# *Klf4* protects thymus integrity during late pregnancy

**DOI:** 10.3389/fimmu.2023.1016378

**Published:** 2023-04-27

**Authors:** Lucyle Depoërs, Maude Dumont-Lagacé, Vincent Quoc-Huy Trinh, Chloé Houques, Caroline Côté, Jean-David Larouche, Sylvie Brochu, Claude Perreault

**Keywords:** thymus, thymic epithelial cell, pregnancy, thymic regeneration, degeneration, thymic involution, Klf4

## Abstract

Pregnancy causes abrupt thymic atrophy. This atrophy is characterized by a severe decrease in the number of all thymocyte subsets and qualitative (but not quantitative) changes in thymic epithelial cells (TECs). Pregnancy-related thymic involution is triggered by progesterone-induced functional changes affecting mainly cortical TECs (cTECs). Remarkably, this severe involution is rapidly corrected following parturition. We postulated that understanding the mechanisms of pregnancy-related thymic changes could provide novel insights into signaling pathways regulating TEC function. When we analyzed genes whose expression in TECs was modified during late pregnancy, we found a strong enrichment in genes bearing KLF4 transcription factor binding motifs. We, therefore, engineered a *Psmb11-iCre : Klf4^lox/lox^* mouse model to study the impact of TEC-specific *Klf4* deletion in steady-state conditions and during late pregnancy. Under steady-state conditions, *Klf4* deletion had a minimal effect on TEC subsets and did not affect thymic architecture. However, pregnancy-induced thymic involution was much more pronounced in pregnant females lacking *Klf4* expression in TECs. These mice displayed a substantial ablation of TECs with a more pronounced loss of thymocytes. Transcriptomic and phenotypic analyses of *Klf4* ^-/-^ TECs revealed that *Klf4* maintains cTEC numbers by supporting cell survival and preventing epithelial-to-mesenchymal plasticity during late pregnancy. We conclude that *Klf4* is essential for preserving TEC’s integrity and mitigating thymic involution during late pregnancy.

## Introduction

The thymus is the sole organ that can produce classic adaptive T cells (1). Its structure and function are remarkably conserved in vertebrates (2). No other organ can compensate for impaired thymic function (3). This is problematic, considering that thymic function correlates with life expectancy and that progressive thymus atrophy affects all aging subjects (4–7). Furthermore, T cells generated extrathymically in transgenic mouse models are autoreactive and fail to protect against pathogens (3, 8). Thymic epithelial cells (TECs) are responsible for the unique ability of the thymus to generate a functional T-cell repertoire (9, 10).

Acute thymic involution can be triggered by several drugs and pathogens (11). Notably, pregnancy is a situation where thymic involution plays a physiological role since it is necessary for normal fertility (12). Pregnancy leads to a marked decrease in thymic weight and thymocyte numbers beginning during the second trimester and culminating in the third trimester (13, 14). Thymocyte loss during pregnancy is not associated with reduced TEC numbers but depends on functional changes in TECs, particularly the cTEC subset (15). This is coherent with the fact that this atrophy is caused by progesterone and that cTECs upregulate the expression of nuclear progesterone receptors during pregnancy (16–18). TEC-specific deletion of the nuclear progesterone receptor prevents thymic involution but reduces fertility (18). Pregnancy-related thymic involution is severe but remarkably transient as thymic cellularity is rapidly restored following parturition (15). Thus, with this great amplitude and well-orchestrated kinetics, pregnancy-associated thymic involution is an attractive model for identifying regulators of TEC function and homeostasis.

To identify transcription factors (TF) regulating TEC function and homeostasis during late pregnancy, we analyzed the transcriptome of TECs harvested at different time points from the end of gestation to D28 post-delivery. We found a substantial enrichment of KLF4 binding motifs in genes differentially expressed in TECs from pregnant females. *Krüppel-like factor 4* (*Klf4*) is an evolutionarily conserved zinc finger-containing transcription factor highly expressed in the epithelium of various tissues, including the lung, intestine, and skin (19–22). It is one of the four classic factors instrumental in the induction of pluripotent stem cells from somatic cells (23). *Klf4* exerts essential roles in several cellular processes, such as cell cycle, cell survival, and differentiation (24). However, the *Klf4* function is cell-type and context-specific and can show opposite effects under certain conditions (24). For instance, *Klf4* inhibits the proliferation of the intestinal epithelium following irradiation and oppositely exerts a pro-proliferative activity during the regenerative phase (25). More importantly, *Klf4* has been described as a protector of epithelium integrity (26). Thus, *Klf4* null mice die within 15 h after birth due to defects in skin barrier formation (27).

The present study aimed to evaluate the potential role of *Klf4* in TEC biology. We found that KLF4 was expressed at high levels in TECs of non-pregnant females and during late pregnancy. While *Klf4* transcription decreased abruptly during the early phase of post-partum thymic regeneration, KLF4 protein is highly stable. Although the deletion of *Klf4* in TECs induced only minor thymic changes in homeostatic conditions, its absence dramatically altered thymic cellularity during late pregnancy. Transcriptomic and phenotypic analysis revealed that this phenomenon was due to 1) reduced survival of cTECs, and 2) acquisition of mesenchymal-like features in cTECs. Finally, exacerbated thymic involution in *Klf4*-deficient females showed long-lasting effects on post-partum thymic regeneration. Our results show a critical role for *Klf4* in maintaining cTEC integrity during late pregnancy.

## Materials and methods

### Mice

C57BL/6J mice were purchased from The Jackson Laboratory (JAX stock #000664). B6.129S6-Klf4^tm1Khk^/Mmmh (*Klf4^lox/lox^*) mice were obtained from Mutant Mouse Resource and Research Center [MMRRC:029877-MU; (28)]. Psmb11-iCre knock-in mice were kindly provided by Dr. Yousuke Takahama (29). *Psmb11^iCre/WT:^ Klf4^lox/lox^* (KO) mice used in this study were obtained by mating *Klf4^lox/lox^* and Psmb11-iCre parents. *Psmb11^WT/WT:^Klf4^lox/lox^* littermates (LOX) were used as controls. Genomic DNA PCR further confirmed the specificity of *Klf4* deletion in TECs. Successful deletion of *Klf4^lox/lox^* resulted in a 425-bp band, while the *Klf4^lox/lox^* allele without deletion gave a 296-bp product. To study the thymus during late pregnancy and at D16 and D28 post-partum, we mated KO or LOX females with C57BL/6J males for 72 hours. We analyzed the thymus of pregnant females 18 days following the first day of mating. Consequently, pregnant females were studied in the third trimester (16-18 days) of pregnancy. As lactation causes a delay in post-partum thymic regeneration, pups were removed at birth. Unless indicated otherwise, 10 to 14 weeks aged females were used. All mice were group-housed and maintained under specific pathogen-free conditions at the Institute of Research in Immunology and Cancer. All procedures were in accordance with the regulations of the Canadian Council on Animal Care guidelines and approved by the Comité de Déontologie de l’Expérimentation sur les Animaux de l’Université de Montréal.

### Flow cytometry and cell sorting

In this study, TECs were enriched as previously described (14). Briefly, thymi were mechanically disrupted and enzymatically digested with DNase I (Sigma-Aldrich), papain (Worthington-Biochem), and collagenase D (Sigma-Aldrich). To compare epithelial cells from the thymus, lung, colon, and skin and to quantify thymic fibroblasts (tFbs), we harvested cells by dissociating tissues with a mix of DNase and Liberase (15, 30). Thymocytes were extracted from the thymus by mechanical force. Single-cell suspensions were stained with appropriate antibodies before subsequent analyses. The list of antibodies used for flow cytometry analyses can be found in **Supplementary Table 1**. Throughout the paper, TECs are defined as EpCAM^+^CD45^−^, while the cTEC and mTEC subsets were defined as UEA1^–^ and UEA1^+^ TECs, respectively. Flow cytometry was performed on a ZE5 (Bio-Rad) apparatus or a Canto flow cytometer (BD Biosciences), and cell sorting was performed using a three-laser FACSAria (BD Biosciences). Data were analyzed using the FACSDiva or FlowJo software.

### RNA sequencing

Poly-A enriched mRNA sequencing (RNA-seq) was performed on cell-sorted epithelial cells after enzymatic digestion of the tissues. RNA was extracted using TRIzol™ (Life technologies) from three replicates per genotype, and three mice were merged per replicate to obtain a range of cell numbers between 23 700 and 100 000. RNA-extracted samples were purified using the RNeasy Micro kit (Qiagen) following the manufacturer’s instructions. Total RNA was quality ascertained using the Agilent Bioanalyzer RNA Pico. Transcriptome libraries were generated using the KAPA RNA HyperPrep PolyA (Roche). Single-end sequencing was performed with the Nextseq500 Illumina sequencer (1 x 75 nt). Sequencing adapters and 3’ bases of low quality were removed using Trimmomatic version 0.35. Sequences were aligned to the mouse reference genome GRCm38 (or mm10) using STAR version 2.5.1b. Gene expression quantification was computed with RSEM and Kallisto (version 0.46.0) in transcript per million (TPM) and count per million (cpm), respectively. We also performed analyses on previously published TEC RNA-seq data (GEO: GSE 138494, (15)) and publicly available single-cell TEC RNA-seq data (ArrayExpress: E-MTAB-8560, (31)). Reads were pseudo-aligned using Kallisto on the murine reference genome (mm10). Read count normalization, log transformation, dimensionality reduction, and data visualization were performed using the scatter (version 1.18.16) and scran (version 1.18.7) packages.

### Immunohistology and immunofluorescence

Thymi were fixed in 10% formalin, embedded in paraffin, and sliced into 4-μm-thick sections. Central sections were stained with H&E and scanned with a NanoZoomer Digital Pathology system (Hamamatsu) with a magnification of 40X. We analyzed the images using the NDP.view software (version 2.7.52, Hamamatsu). For immunostaining, sections were de-paraffinized, rehydrated, and treated with BOND Epitope Retrieval Solution 2 (an EDTA-based pH 9 epitope retrieval solution) in Bond RX Stainer (Leica Biosystems, Buffalo Grove, IL, USA). Sections were stained with primary antibodies, followed by staining with secondary antibodies and DAPI (Life Technologies). A wash step with PBS preceded all staining steps. The omission of primary antibodies and their replacement by isotype were used as controls. Specifications of primary and secondary antibodies are described in **Supplementary Table 1**. Klf4 images were acquired with a Leica SP8 confocal microscope (Leica Microsystems, Wetzlar, Germany) with 40X and 63X objectives and analyzed using LAS-X (Leica Microsystems, Wetzlar, Germany) software. Cell populations defined by K8, K5, VIM, and PDPN staining were quantified using the software QuPath (version 0.3.2; Queen’s University Belfast; Northern Ireland). Eighteen images with x20 magnification of the cortex, the cortico-medullary junction (CMJ), and the medulla were acquired from two KO and LOX mice. 8-bit channel-based images were exported and stacked in Fiji [(http://fiji.sc/ (32)]. VIM-K8 and PDPN-K8-K5 co-expression was assessed by performing the QuPath cell detection algorithm based on the DAPI channel, and automated quantification of the underlying staining intensity of VIM, PDPN, K5, and K8. The Create Single Measurement Classifier function was used to estimate the classification thresholds with the Live Preview function. A pathologist (VQ-HT) correlated automated positive cell classification with the marker staining in a control LOX mouse. This classifier was then applied blindly to all control and experimental mice.

### EdU administration

Mice received a single intraperitoneal injection with 100 μl of 1 mg/ml 5-Ethynyl-2’-deoxyuridine (EdU) in PBS on the first day of treatment. Mice subsequently received drinking water containing 0.3 mg/ml EdU for 12 days. Drinking water was replaced by freshly prepared EdU every three days. EdU uptake in TECs was detected by flow cytometry using an EdU Flow Kit (Thermofisher) following the manufacturer’s instructions (see **Supplementary Table 1**).

### Identification and analysis of differentially expressed genes (DEGs)

DEGs between KO and LOX females were identified using the limma package with the voom function and the treat method in R software with thresholds of FC ≥ 1.5 and *p*-value ≤ 0.05. We only kept genes with expression higher than one cpm in at least three samples. Gene ontology (GO) enrichment analysis was performed using g:Profiler (version e106_eg53_p16_65fcd97) with g:SCS multiple testing correction method applying a significance threshold of 0.05 [https://biit.cs.ut.ee/gprofiler/gost, (33)].

Gene Set Enrichment Analysis (GSEA) of DEGs was performed with the fgsea package in R. Genes were ranked based on the fold changes obtained with the treat method from the limma package. The enrichment score was calculated from the genesets of Epithelial cell differentiation markers and Hallmark Epithelial-Mesenchymal Transition from GSEA (http://www.gsea-msigdb.org/gsea/index.jsp).

Transcription Factor Enrichment Analysis (TFEA) based on DEGs was performed using the web-based tool ChIP-X Enrichment Analysis 3 **(**ChEA3**)** [https://maayanlab.cloud/chea3/ (34)]. TF enrichment scores were ranked using the MeanRank method because it performs the best in the ChEA3 benchmark.

### Statistical analysis

Unless stated otherwise, results are expressed as means ± SD. Statistical significance was calculated using a two-tailed unpaired or paired Student’s *t*-test. *P*-values< 0.05 were considered statistically significant. Outliers were removed using a Grubbs test.

The expression variation rate of each transcription factor during post-partum thymic regeneration compared to the expression value in non-pregnant females was evaluated by calculating the error sum of squares (SSE):

$$SSE={\sum_{i=1}^{n}\left(X_{i}-\bar{X}\right)}^{2}$$

## Results

### *Klf4* is highly expressed and regulated in TECs

We previously reported that qualitative changes in cTECs drive pregnancy-associated thymic involution and post-partum regeneration (15). To identify TFs regulating gene expression in TECs during and after pregnancy, we used the TF prediction tool ChEA3 (34). We searched for enrichment of TF binding motifs in genes differentially expressed at two-time points: the end of gestation (16-18 days) and D6 post-parturition (**Figure 1A**). Among the five top-ranked TFs with the lowest MeanRank score in each cell type (**Supplementary Table 2**), we found enrichment for motifs recognized mostly by regulators of epithelial cell differentiation: KLF4, ELF3, FOXQ1, DLX3, FOXN1, and ZNF750 (24, 35–39). KLF4 binding motifs were enriched in pregnancy-associated DEGs of both cTECs and mTECs. Furthermore, *Klf4* transcripts showed the highest expression of the five top-ranked TFs for both cTECs and mTECs (**Figure 1B**; **Supplementary Table 2**). Expression of *Klf4* showed the most considerable variations between the end of gestation and D28 post-delivery in cTECs (**Supplementary Table 2**).

**Figure 1:**
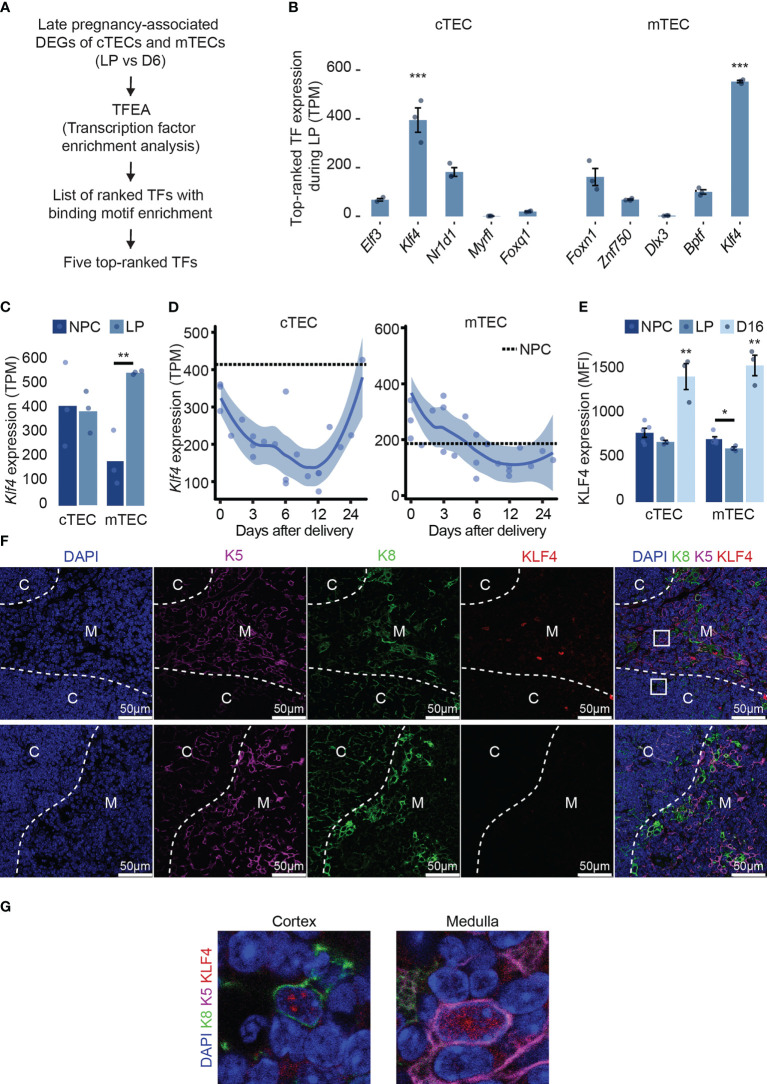
*Klf4* is highly expressed and regulated in TECs. **(A)** Pipeline selection for identifying TFs with binding motifs enrichments among genes differentially expressed at maximal thymic involution during late pregnancy (LP) compared to day 6 (D6) post-partum in both cTECs and mTECs ( (15), GSE138494). **(B)** Expression of five top-ranked TFs expression (TPM, transcripts per million) from TFEA analysis in both cTEC and mTEC during late pregnancy. TFs are ordered from the lowest to the highest MeanRank score on the barplot. Mean TPM was retrieved from previously published RNA-seq data (accession number GSE 138494). **(C)** *Klf4* expression (TPM) in cTECs and mTECs from non-pregnant controls (NPC) and during late pregnancy (LP). **(D)** *Klf4* expression (TPM) in cTECs and mTECs from delivery (D0) to D28 post-delivery. A dotted line represents NPC. **(E)** KLF4 expression (MFI) in cTECs and mTECs from NPC, pregnant (LP), and D16 post-partum females (D16). Significance was assessed using an unpaired two-tailed Student’s *t*-test. (*p<0.05 and **p<0.01). **(F)** KLF4 immunodetection on thymus section from LOX non-pregnant females. The sections were stained with anti-K5 (magenta), anti-K8 (green), and anti-KLF4 (red) antibodies. Nuclei were stained with DAPI (blue). White arrows point to KLF4^+^K5^+^, KLF4^+^K8^+^, or KLF4^+^K8^+^K5^+^ cells. Images are representative of three mice and were taken using a ×40 objective. The bottom line shows control images obtained by replacing the anti-KLF4 antibody with the corresponding isotype. Dotted white lines delineate cortical **(C)**, the cortico-medullar junction (CMJ), and medullary (M) regions; scale bars, 50 μm. **(G)** Enlarged boxed areas from the cortex and the medulla display the nuclear localization of KLF4 in cTECs and mTECs. Images were taken with a 63x objective.

As TECs are a highly heterogeneous population, we asked whether a single subtype of TECs highly expresses *Klf4*. Using publicly available scRNA-seq data (31) of TECs from 16 weeks aged females, we analyzed *Klf4* expression in different TEC subtypes. Although very few cells were available for rare TEC subsets (e.g., 11 cells for tuft-like mTEC), we found that a proportion of at least 35% of cells expressed *Klf4* (**Supplementary Figure 1A**). Previous reports have emphasized the importance of *Klf4* for epithelial homeostasis in many tissues like the lung, skin, and intestine using a conditional deletion (19, 20, 22). We found that *Klf4* was expressed at similar or higher levels in TECs relative to other epithelial cells (e.g., skin, colon, and lung) (**Supplementary Figure 1B**). During late pregnancy, *Klf4* expression was normal in cTECs but upregulated in mTECs (**Figure 1C**). In both TEC subsets, *Klf4* expression severely decreased after delivery and increased sharply in cTECs during late regeneration (D16 to D28 post-partum, **Figure 1D**). TFs typically have low protein stability, allowing rapid transitions of cell status. However, KLF4 is a highly stable protein (half-life > 24h), leading to potential discrepancies between mRNA and protein levels (40). Thus, we measured KLF4 protein expression in TECs from non-pregnant, pregnant (end of gestation), and D16 post-partum females using flow cytometry (**Figure 1E**). In cTECs, KLF4 expression was similar in late pregnancy and age-matched non-pregnant females. In mTECs, KLF4 expression decreased slightly compared to non-pregnant females. However, KLF4 expression was significantly higher during late regeneration (D16) in both cTECs and mTECs (**Figure 1E**). The discrepancy between mRNA and protein expression of *Klf4* shows that while *Klf4* transcription decreases during post-partum regeneration, KLF4 stability is higher compared to the end of gestation. Indeed, KLF4 stability is context-dependent, controlled by protein-protein interactions and post-transcriptional modifications (40). Interestingly, KLF4 plays different roles as a function of its stability (40), suggesting that KLF4 may exhibit different functions during thymic involution and regeneration. Using immunofluorescence on thymus sections, we confirmed the nuclear localization of KLF4 in K8^+^ cTECs and K5^+^ mTECs in the thymus of non-pregnant females (**Figures 1F, G**), as well as at the end of pregnancy and D16 following parturition (data not shown). Hence, *Klf4* expression in TECs is highly expressed at both mRNA and protein levels and is tightly regulated after delivery.

### *Klf4* deletion causes minor phenotypic modifications in the thymus

To assess the role of *Klf4* in TECs, we crossed *Klf4^lox/lox^* female (28) and *Psmb11-iCre* male mice (29) (**Figure 2A**). *Psmb11* encodes for a thymoproteasome catalytic subunit solely expressed in TEC progenitors and cTECs (29). This model abolishes *Klf4* expression in cTECs and mTECs but not in other cell types, including thymocytes (**Supplementary Figures 1B, C**). Control females are littermates homozygous for the floxed *Klf4* allele and are referred to as LOX, while females also carrying the *Psmb11-iCre* are named KO. As homozygous mice for the Psmb11-iCre are deficient in functional PSMB11 protein and, consequently, show a defective generation of CD8+ T cells, we used *Psmb11^iCre/WT^* mice (29). *Klf4* deletion did not alter the thymic structure in 12-week-old female mice in homeostatic conditions. The boundary between the cortex and the medulla was well-defined, and the surface area occupied by the cortex and the medulla remained unchanged (**Figure 2B**). In addition, no significant differences in thymic weight or thymocyte and TEC numbers were observed between LOX and KO mice (**Figures 2C–E**). However, we observed minor variations in the proportion of TEC and thymocyte subsets. Thus, the proportion of cTECs decreased while that of mTECs increased in KO mice (**Figure 2F**). These relative changes correlated with an increase in the absolute number of mTECs in KO (**Figure 2G**). KO mice also showed a slight increase in the proportion of DN2 thymocytes and a commensurate decrease in DN3 and DN4 thymocytes (**Figure 2H**). The proportion and number of CD4 SP thymocytes were significantly increased in KO mice (**Figure 2H**; **Supplementary Figure 2B**). Frequencies of conventional (semi-mature, mature 1, and mature 2, (41, 42)) and unconventional (iNKT, Foxp3+ Tregs, and TCRγδ) CD4 SP thymocytes remained unchanged, suggesting a global CD4 SP-biased selection (**Figures 2I, J**). Overall, *Klf4* deletion in TEC showed no impact on the thymic structure and global cellularity in homeostatic conditions and only slightly affected the cTEC-to-mTEC ratio and the DN2 and CD4 SP thymocyte subsets.

**Figure 2:**
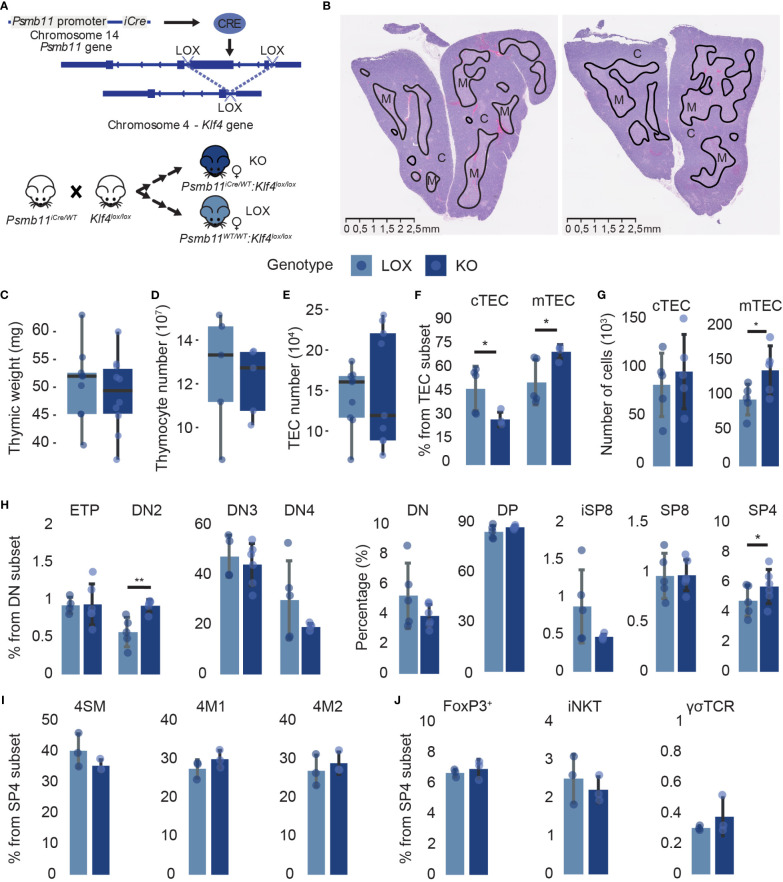
*Klf4* deletion shows a minor impact on thymic cellularity in homeostatic conditions. **(A)** Schematic representation of the Cre/loxP system used in the study. **(B)** H&E staining of thymus from non-pregnant LOX (left) and KO (right) females. Solid black lines delineate cortical **(C)** and medullary (M) regions. **(C–E)** Thymic weight (mg) **(C)**, thymocyte numbers **(D)**, and TEC numbers **(E)** in LOX and KO females (from n=5-10 mice per genotype). Results are expressed as the median and interquartile range (IQR). **(F, G)** cTEC and mTEC proportions **(F)** and absolute numbers **(G)** in LOX and KO females (n=4-5). **(H)** Double-negative thymocyte subpopulations and global thymocyte populations proportions in LOX and KO females (n=4-6). **(I, J)** Conventional **(I)** and unconventional **(J)** SP CD4 thymocyte proportions in LOX and KO females (n=3). CD1d tetramers, as well as Abs against CD25 and TCRγδ, were used to exclude NKT cells, regulatory T cells, and γδ T cells in the analysis of 4SM, 4M1, and 4M2 subsets. SM, semi-mature; M1, mature 1; M2, mature 2. TEC and thymocytes were analyzed in three and two independent experiments, respectively. LOX and KO genotypes are displayed in pale blue and dark blue, respectively. Significance was assessed using an unpaired two-tailed Student’s *t*-test. (*p<0.05 and **p<0.01).

We further investigated the impact of *Klf4* deletion in discrete TEC subpopulations. cTECs and mTECs can be subdivided into subsets representing their maturation stages based on MHCII, Sca1, and α6-integrin expression for cTECs (41) and MHCII, CD24, and Sca1 expression for mTECs (42) (**Figure 3A**; **Supplementary Figure 2C**). Inter-sample variations affect absolute cell numbers more than cell proportions (43, 44). Therefore, we focused on percentages rather than absolute numbers. Despite slight proportional differences, *Klf4* deletion significantly increased thymic epithelial progenitor cells (TEPCs) and concomitantly reduced Sca1^lo^ and cTEC^hi^ subsets (**Figures 3B–E**). The proliferation and apoptosis in TEC subsets were analyzed using *in vivo* EdU incorporation and Annexin V (AnV) staining, respectively. *Ex vivo* studies of TEC apoptosis are challenging to interpret as thymus digestion induces high levels of Annexin V labeling (45). However, samples from KO and LOX females were treated similarly to minimize this bias. EdU and AnV analyses showed no proliferative and apoptotic modification in any cTEC subset (**Supplementary Figures 2D, E**), suggesting that TEPCs increased proportionally because of impaired cTEC differentiation in the absence of KLF4. Additionally, early-Aire mature and terminally differentiated post-Aire mTEC subsets were less abundant in KO females relative to LOX females (**Figures 3F–J**). Surprisingly, the proportion of proliferative cells slightly increased in mature late- and post-Aire mTEC from KO females, despite a numerical decrease in these populations (**Figure 2J**; **Supplementary Figure 2F**). Similar to cTECs, there was no impact of *Klf4* deletion on the proportion of apoptotic mTECs (**Supplementary Figure 2G**). Thus, the increase of mature mTEC proliferation might compensate for the reduction of *de novo* differentiation. These results support a role for *Klf4* in maintaining both cTEC and mTEC differentiation in homeostatic conditions.

**Figure 3:**
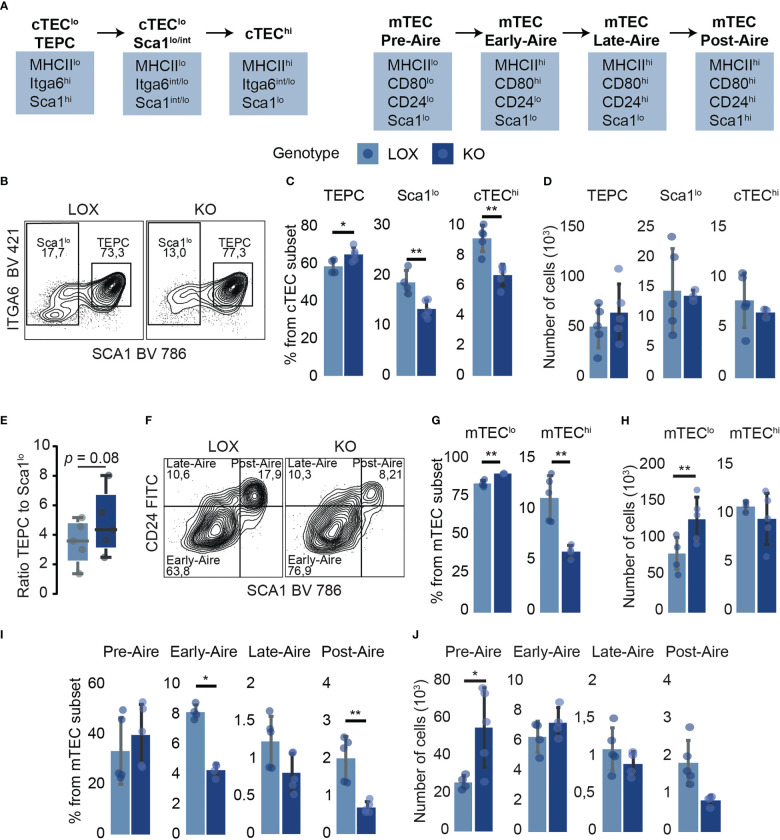
TEC subpopulation analysis suggests a role for *Klf4* in maintaining TEC differentiation in homeostatic conditions. **(A)** Schematic model representing markers used for TEC subpopulation identification (41, 42). **(B)** Flow cytometry contour plots representing Sca1^lo^ and TEPC proportions in LOX and KO females. **(C, D)** Proportions **(C)** and absolute numbers **(D)** of cTEC subpopulations (from n=4-5 mice per genotype). **(E)** The ratio of TEPC to Sca1^lo^ absolute numbers in KO and LOX females (n=4-5). Results are expressed as the median and interquartile range (IQR). **(F)** Flow cytometry contour plots representing Early-, Late-, and Post-Aire proportions in LOX and KO females. **(G, H)** Proportions **(G)** and absolute numbers **(H)** of mTEC^lo^ and mTEC^hi^ in LOX and KO females. **(I, J)** Proportions **(I)** and absolute numbers **(J)** of mTEC subpopulations (n=4-5). All analyses were performed in thymi of 12 weeks aged non-pregnant females. TECs were tested in three independent experiments, respectively. LOX and KO genotypes are displayed in pale blue and dark blue, respectively. Significance was assessed using an unpaired two-tailed Student’s *t*-test. (*p<0.05 and **p<0.01).

### *Klf4* deletion leads to a cell-type specific downregulation of TEC terminal differentiation markers

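The RNA-seq data comprised 24 libraries, 3 for each of 8 groups defined by TEC subset (cTECs or mTECs), genotype (KO or LOX) and state (non-pregnant or pregnant). LOX females carry Klf4 alleles flanked by loxP sites. KO females also carry the iCre recombinase driven by the Psmb11 promoter, which the paper describes as active in cTECs and in TEC progenitors. cTECs were sorted as EpCAM+CD45−UEA1− cells and mTECs as EpCAM+CD45−UEA1+ cells, and each library pooled the cells of 3 mice. The sample labels give an age of 12 weeks, and the methods of the paper an age of 10 to 14 weeks. The authors trimmed the reads with Trimmomatic, mapped them with STAR to the mouse genome GRCm38, and deposited the reads counted on each gene without normalization. Reads on the strand of the gene were used here. In non-pregnant females, they numbered 16190791 to 17489265 per library in KO cTECs (median 16511600) and 16205522 to 20942665 in LOX cTECs (median 18740634). They numbered 15556203 to 17056531 in KO mTECs (median 15879550) and 15464996 to 16710317 in LOX mTECs (median 15741986). KO and LOX were compared within each subset and state with edgeR's quasi-likelihood test after TMM normalization, over genes above 1 cpm in at least 3 of the 6 libraries. Adjusted p-values are Benjamini-Hochberg values. The criterion of the study, a fold change of at least 1.5 with an unadjusted p of at most 0.05, was applied to the same fits, whereas the study used limma voom with treat. Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466) was lower in every KO library than in every LOX library of the same subset. In cTECs, it measured 585 ± 76.6 cpm in KO and 997 ± 189 cpm in LOX (SD, n = 3 libraries each), a log2 fold change of −0.77 (standard error 0.147, adjusted p = 0.0208 from edgeR's quasi-likelihood test). The adjusted p was 0.0534 without KO replicate 3 and 0.0557 without LOX replicate 3. It was 1.32e-06 with DESeq2, the lowest over the settings, and 0.0603 with an offset for GC content and gene length, chosen after the data were seen. The highest was 1, with limma voom and treat, which tests against a fold change of 1.5. In mTECs, Klf4 measured 434 ± 23.8 cpm in KO and 713 ± 113.9 cpm in LOX (SD, n = 3 each), a log2 fold change of −0.72 (standard error 0.107, adjusted p = 0.00889 from the same edgeR test). Counts per gene do not tell which exons of Klf4 the reads cover. An exact permutation test of a single gene cannot give a two-sided p under 0.1 with 3 libraries against 3.

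**Figure D1:**
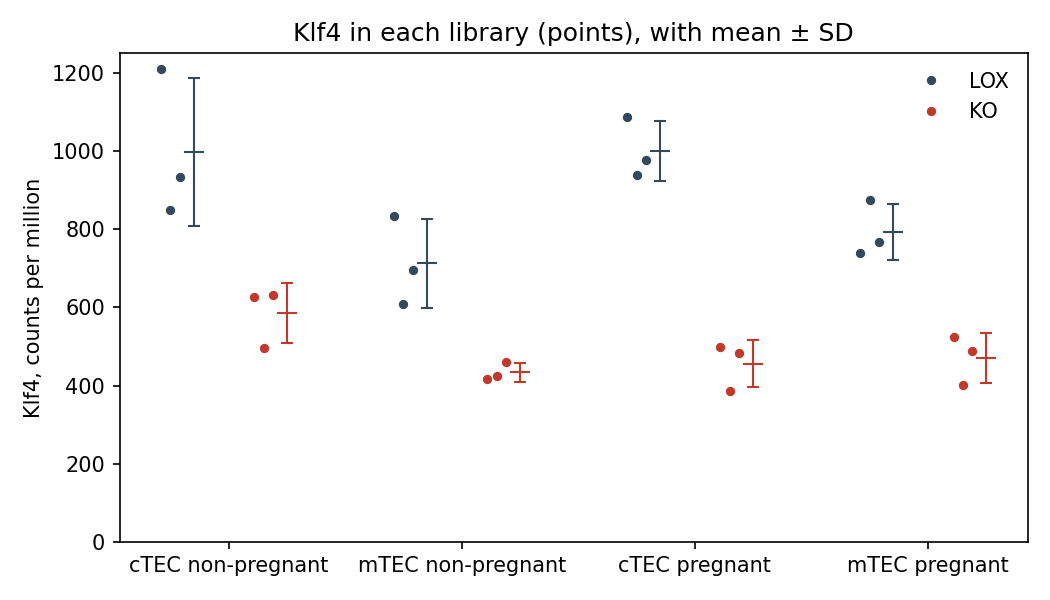
Klf4 in each library of KO and LOX females, in cpm, for cTECs and mTECs of non-pregnant and pregnant females. Points are libraries and bars give mean ± SD; within each comparison the KO libraries lie below the LOX libraries, as in cTECs of non-pregnant females with means of 585 and 997 cpm.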

Given the modifications in TEC subsets observed in KO mice, we assessed the overall impact of *Klf4* on the transcriptome of cTECs and mTECs from 12-week-old KO and LOX female mice. Overall, the total number of DEGs was similar in cTECs and mTECs. 

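In non-pregnant females, 867 of 15134 tested genes in cTECs and 839 of 16015 in mTECs passed the criterion of the study. At an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), the numbers were 1315 in cTECs and 326 in mTECs. An unadjusted p under 0.05 was reached by 4186 and 2508 genes. Of the genes past the criterion, 323 in cTECs and 213 in mTECs also had an adjusted p under 0.05. The KO and LOX libraries did not overlap for 32.9% of tested genes in cTECs and 20.3% in mTECs, where chance gives 10%. The adjusted calls in cTECs numbered 769 without KO replicate 1, 504 without KO replicate 3, 267 without LOX replicate 2 and 338 without LOX replicate 3. In mTECs, they numbered 97 without KO replicate 2, 79 without KO replicate 3, 697 without LOX replicate 1, 80 without LOX replicate 2 and 137 without LOX replicate 3. The genes past the criterion ranged from 599 to 1178 in cTECs and from 604 to 1116 in mTECs over the same omissions. With limma voom and treat at a fold change of 1.5, 176 genes in cTECs and 177 in mTECs had an unadjusted p of at most 0.05. The log2 fold changes in cTECs followed the GC content of the genes, with a Spearman correlation across genes of 0.51, against −0.10 in mTECs; genes are not independent replicates. An offset for GC content and gene length in each library was chosen after this trend was seen. With it, 4 genes in cTECs (Prol1, Scgb1b27, Scgb2b27 and Mir703) and 407 in mTECs had an adjusted p under 0.05, and 2366 and 2705 had an unadjusted p under 0.05. With the replicate number as a block, the adjusted calls in cTECs numbered 2780, and 820 with the offset as well.

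**Figure D2:**
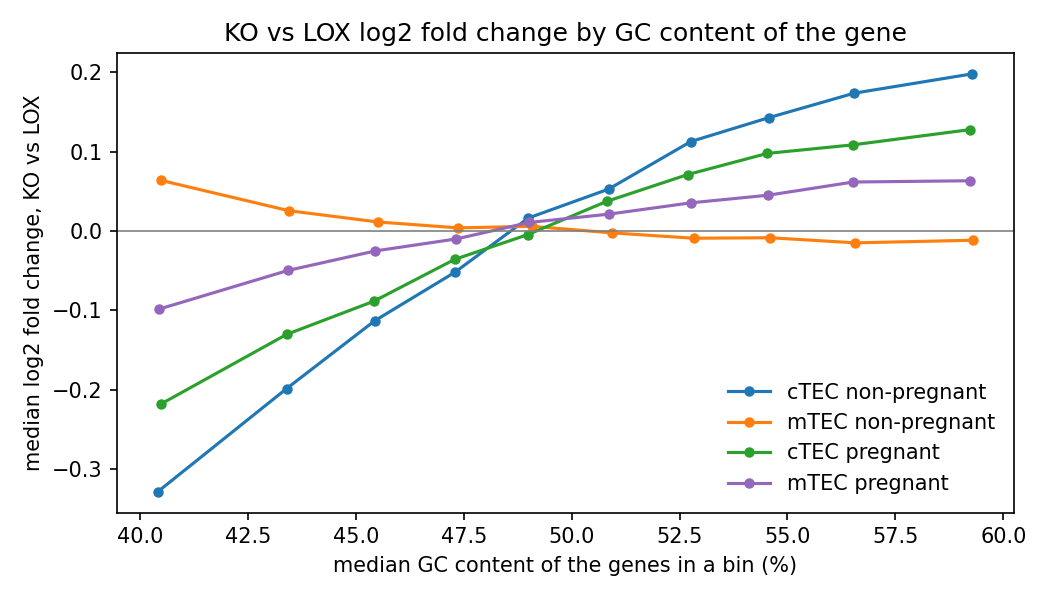
Median log2 fold change between KO and LOX against the median GC content of the genes in a bin, in percent, with 10 bins of tested genes per comparison and a line for each comparison. In cTECs of non-pregnant females the median rose from −0.33 in the bin with a GC content of 40.4% to 0.20 in the bin with 59.3%.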

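In cTECs of non-pregnant females, 403 genes past the criterion of the study were higher and 464 lower in KO than in LOX. The share of higher genes was 46.5%, with a 95% Wilson interval of 43.2% to 49.8%, which covers counting error only. The share ranged from 40.7% without LOX replicate 2 to 49.2% over the fits that each left out 1 library. With limma voom and treat it was 31.8%, with 56 of 176 genes higher. It was 57.7% when libraries were scaled by their size only, and 54.6% at an absolute log2 fold change over 0.8, where 260 of 476 genes were higher. With the offset for GC content and gene length it was 59.2%. At an adjusted p under 0.05 (edgeR), 225 genes were higher and 1090 lower. The higher genes had a median GC content of 55.1% and the lower genes of 42.3%. The largest rises among adjusted calls were in 3 genes of secreted gland proteins. Prol1 (ENSMUSG00000064156.8, chromosome 5, 88317312 to 88328814) was at least 48.4-fold higher in KO, with 9.17 ± 2.47 cpm (SD, n = 3) against 0 to 2 reads in the LOX libraries (adjusted p = 0.00519, edgeR). Scgb1b27 and Scgb2b27, neighbours on chromosome 7 in a family of similar genes whose reads counting can split, had log2 fold changes of 6.43 and 5.97 (standard errors 0.506 and 0.601, edgeR adjusted p = 0.00519 and 0.00593). The largest falls were those of H60c (log2 fold change −3.32, standard error 0.626, edgeR adjusted p = 0.0198), Mir703 (−3.17, standard error 0.302, edgeR adjusted p = 0.00593) and Krtdap.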

KO cTECs displayed similar numbers of down- and upregulated DEGs (**Figure 4A**). 

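In mTECs of non-pregnant females, 749 genes past the criterion of the study were higher and 90 lower in KO than in LOX, so that 89.3% were higher (95% Wilson interval 87.0% to 91.2%). At an adjusted p under 0.05 (edgeR), 193 genes were higher and 133 lower. The criterion of an absolute log2 fold change over 0.8 gave 426 higher and 44 lower genes, and limma voom with treat 154 and 23. The share of higher genes was 83.7% in a fit of all 24 libraries and 92.1% with scaling by library size only. Reads outside genes made up 15.8% to 19.0% of the KO libraries and 11.3% to 13.9% of the LOX libraries. Whether genomic DNA raised part of the higher genes was not tested. The largest rises were in gene models without a named product. Gm10800 (ENSMUSG00000075014.1, chromosome 2, 98666547 to 98667301) measured 21.8 ± 13.5 cpm in KO and 2.10 ± 0.0400 cpm in LOX (SD, n = 3 each), a log2 fold change of 3.38 (standard error 0.395, edgeR adjusted p = 0.00395). Its neighbour Gm10801 (chromosome 2, 98662237 to 98664083) had a log2 fold change of 3.23 (standard error 0.656, edgeR adjusted p = 0.0323), with an adjusted p of 0.139 without LOX replicate 2 and 0.119 without LOX replicate 3. Both models lie over a tandem repeat, so reads can be shared with other copies. In the KO libraries of non-pregnant females, 54.9% of their reads lay on the opposite strand. Gm37524 was at least 5.64-fold higher in KO (edgeR adjusted p = 0.0136, and 0.0808 without LOX replicate 2). The largest falls were those of Krtdap, Osr1 and Olfml3. Olfml3 (ENSMUSG00000027848.12, chromosome 3, 103722222 to 103738001) had a log2 fold change of −1.45 (standard error 0.240, edgeR adjusted p = 0.0132), with an adjusted p of 0.0590 without KO replicate 2, 0.0736 without KO replicate 3 and 0.0774 without LOX replicate 2.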

In KO mTECs, most DEGs were upregulated (**Figure 4B**), suggesting that *Klf4* acted mainly as a transcriptional repressor. Keratin expression regulation is tightly linked to the epithelial cell differentiation stage, with differentiated epithelial cells expressing high molecular weight keratins (46). A group of high molecular weight keratins such as *Krt1*, *Krt2*, *Krt6*, and *Krt10* was downregulated in both cTECs and mTECs from KO females (**Figures 4A–D**; **Supplementary Table 3**). 

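Krt1 (ENSMUSG00000046834.6, chromosome 15, 101845426 to 101850794) measured 1.64 ± 0.285 cpm in KO cTECs and 3.66 ± 0.515 cpm in LOX cTECs of non-pregnant females (SD, n = 3 each). Its log2 fold change was −1.16 (standard error 0.255, edgeR adjusted p = 0.0321), with an adjusted p of 0.0744 without KO replicate 1, 0.0972 without KO replicate 3, 0.108 without LOX replicate 2 and 0.107 without LOX replicate 3. Across settings, the adjusted p lay between 0.0141 with DESeq2 and 1 with limma voom and treat, and was 0.114 with the offset for GC content and gene length. In mTECs, the log2 fold change of Krt1 was −0.74 (standard error 0.287, edgeR adjusted p = 0.236), and its libraries overlapped. Krt2 (ENSMUSG00000064201.8, chromosome 15, 101810689 to 101818169) was below the expression filter in cTECs, with 0 to 3 reads per KO library and 1 to 11 per LOX library. In mTECs, its log2 fold change was −1.10 (standard error 0.345, edgeR adjusted p = 0.152). Krt6 was read as Krt6a and Krt6b, near-identical neighbours on chromosome 15 whose reads counting can split. Krt6a differed little in cTECs, at 25.3 ± 2.19 cpm in KO and 27.3 ± 2.01 cpm in LOX (SD, n = 3 each), a log2 fold change of −0.11 (edgeR adjusted p = 0.511). In mTECs, it fell from 14.7 ± 1.67 cpm in LOX to 6.75 ± 1.33 cpm in KO (SD, n = 3 each), a log2 fold change of −1.12 (edgeR adjusted p = 0.00910). Krt6b was below the filter in cTECs, with 7 to 15 reads per KO library and 14 to 24 per LOX library, and its log2 fold change in mTECs was −0.63 (edgeR adjusted p = 0.302). Krt10 (ENSMUSG00000019761.10, chromosome 11, 99385254 to 99389364) had log2 fold changes of −0.53 in cTECs and −1.06 in mTECs (standard errors 0.159 and 0.169, edgeR adjusted p = 0.0766 and 0.0111). Its KO libraries lay below its LOX libraries in both subsets.

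The skin genes drawn in Figures 4A–D changed as follows. Krtdap (ENSMUSG00000074199.7, chromosome 7, 30787896 to 30791097) had log2 fold changes of −2.67 in cTECs and −2.14 in mTECs (standard errors 0.410 and 0.112, edgeR adjusted p = 0.0108 and 1.59e-05). The adjusted p in cTECs was 0.0561 without LOX replicate 2. Dmkn had log2 fold changes of −1.58 and −1.10 (edgeR adjusted p = 0.00784 and 0.00543). Krt78 had log2 fold changes of −1.92 and −0.98 (edgeR adjusted p = 0.0112 and 0.157), with an adjusted p of 0.0527 in cTECs without LOX replicate 2. Those of Krt79 were −1.50 and −0.92 (edgeR adjusted p = 0.104 and 0.0867). With the offset for GC content and gene length, the adjusted p in cTECs was 0.0593 for Krtdap, 0.0593 for Krt78 and 0.0575 for Dmkn. The highest over the settings came from limma voom and treat, at 0.917 for Krtdap and 1 for Krt78 and Dmkn. The lowest were 4.00e-10, 1.43e-05 and 1.96e-09 with DESeq2. In LOX libraries of pregnant females, these genes were higher in mTECs than in cTECs, by 3.38 times for Krt1, 2.69 times for Krt10, 5.20 times for Krtdap, 4.15 times for Krt78, 7.06 times for Krt79 and 4.04 times for Dmkn.

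**Figure D3:**
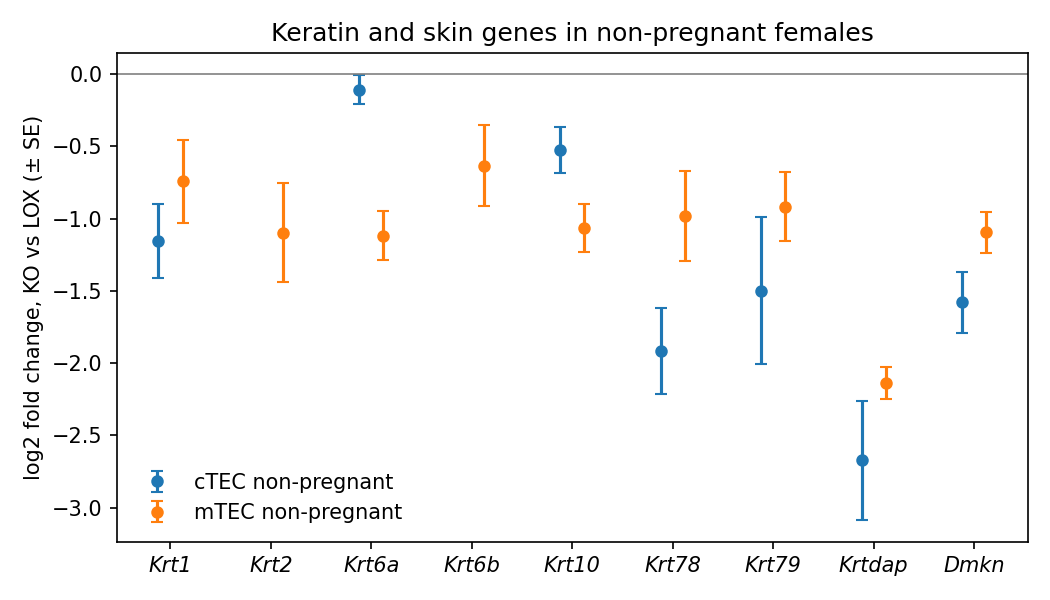
Log2 fold change between KO and LOX for keratin and skin genes in cTECs and mTECs of non-pregnant females, with the standard error as bars. The fold changes lie at or below −0.11; Krt2 and Krt6b are not drawn for cTECs, where they were below the expression filter.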

Interestingly, terminally differentiated mTECs in Hassall’s corpuscles highly express these specific keratins (42, 47). This low expression of keratins in the absence of *Klf4* suggests that *Klf4* regulates TEC differentiation. Thymic mesenchymal cells produce retinoic acid leading to TEC differentiation induction (48). TECs unable to respond to retinoic acid show an increase in proliferation and an accumulation of TEPCs (48). Interestingly, genes involved in the retinoic pathway, such as *Crabp2*, *Dhrs9*, and *Osr1*, decreased in the absence of *Klf4* in both cTECs and mTECs (**Figures 4A–D**; **Supplementary Table 3**). In addition, *Acvr2a*, recently described as a cTEC differentiation effector (49), was downregulated in cTECs from KO females (**Figures 4A, C**; **Supplementary Table 3**). 

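Crabp2 (ENSMUSG00000004885.5, chromosome 3, 87948666 to 87953376) encodes a retinoic acid binding protein. It measured 4.16 ± 0.518 cpm in KO cTECs and 8.45 ± 0.407 cpm in LOX cTECs (SD, n = 3 each), and 7.86 ± 0.758 and 16.7 ± 1.32 cpm in mTECs. Its log2 fold changes were −1.02 and −1.09 (standard errors 0.172 and 0.129, edgeR adjusted p = 0.0142 and 0.00395). In cTECs the adjusted p was 0.0635 without LOX replicate 2 and 0.0549 without LOX replicate 3. Dhrs9 (ENSMUSG00000027068.6, chromosome 2, 69380445 to 69404533), a retinol dehydrogenase gene, measured 2.49 ± 0.825 cpm in KO cTECs and 8.00 ± 2.18 cpm in LOX cTECs (SD, n = 3 each). The log2 fold change was −1.68 (standard error 0.300, edgeR adjusted p = 0.0171), with an adjusted p of 0.0600 without KO replicate 3, 0.0518 without LOX replicate 2 and 0.0549 without LOX replicate 3. In mTECs, the libraries overlapped and the log2 fold change was −0.73 (standard error 0.341, edgeR adjusted p = 0.333). Without mTEC KO replicate 1 it was −1.34 (edgeR adjusted p = 0.0223). Osr1 (ENSMUSG00000048387.8, chromosome 12, 9570116 to 9581500) measured 4.77 ± 1.20 and 10.1 ± 2.25 cpm in KO and LOX cTECs, and 6.61 ± 1.21 and 19.2 ± 1.28 cpm in mTECs (SD, n = 3 each). The log2 fold changes were −1.08 and −1.54 (standard errors 0.245 and 0.146, edgeR adjusted p = 0.0343 and 0.00135). For Osr1 in cTECs, the adjusted p was 0.0651 without KO replicate 1, 0.0813 without KO replicate 3, 0.142 without LOX replicate 2 and 0.0882 without LOX replicate 3. With the offset for GC content and gene length, the adjusted p in cTECs rose to 0.0593 for Crabp2, 0.123 for Dhrs9 and 0.115 for Osr1. It was 1 for these 3 genes with limma voom and treat, the highest over the settings. The lowest came from DESeq2, at 0.000371, 2.38e-05 and 0.00169. The levels in LOX mTECs of pregnant females were 1.86, 4.76 and 3.32 times those in LOX cTECs.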

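Acvr2a (ENSMUSG00000052155.5, chromosome 2, 48814109 to 48903269) encodes an activin receptor. It measured 70.9 ± 7.63 cpm in KO cTECs and 125.9 ± 13.2 cpm in LOX cTECs of non-pregnant females (SD, n = 3 each), and every KO library lay below every LOX library. The log2 fold change was −0.83 (standard error 0.102, edgeR adjusted p = 0.00685). With the offset for GC content and gene length it was −0.45 (edgeR adjusted p = 0.110). The adjusted p ranged from 4.42e-10 with DESeq2 to 1 with limma voom and treat. A test of whether the change differed between cTECs and mTECs gave a difference in log2 fold change of −0.62 (standard error 0.140, edgeR adjusted p = 0.0932).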

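For the paper's statement on cilium-associated genes, which rests on its differentially expressed genes, a list of 107 genes of motile cilia was tested. In cTECs of non-pregnant females, 92 of these genes were tested, of which 79 were higher and 13 lower in KO than in LOX. The median log2 fold change was 0.47. By limma's camera, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 9 list tests, the adjusted p was 5.17e-09. The criterion of the study was passed by 33 members, all higher in KO. An adjusted p under 0.05 (edgeR) over all tested genes was reached by 5 members, Cfap65, Vwa3a, Ccdc153, Dnah9 and Kif19a, and adjusted over the list alone by 3, Vwa3a, Dnah9 and Kif19a. These genes were named after their values were seen. No list test passed an adjusted p of 0.05 with limma's fry or with a correlation estimated for each list, which gave 0.135 and 0.469 for the cilium list. Its adjusted p ranged from 3.88e-21 with fgsea to 0.469 over the settings run. In none of the fits that each left out 1 library did the list's call change.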

Genes coding for cilium-associated proteins were upregulated in KO cTECs, suggesting a repressor role for *Klf4* (**Figures 4A, C**; **Supplementary Table 3**). A thymic ciliated cell population has been described by several groups (50–52). Although the function of ciliated thymic cells is unclear, we hypothesize that *Klf4* may be involved in regulating the composition of the thymic cortex by reducing the number of these ciliated thymic cells. We found that groups of extracellular matrix (ECM)- related genes such as tight junction proteins, ECM proteins, and collagens were decreased in KO cTECs (**Figures 4A, C**; **Supplementary Table 3**). 

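The lists of tight junction genes and collagens behaved differently in cTECs of non-pregnant females. Of 34 tight junction genes, 32 were tested, with 16 higher and 16 lower in KO and a median log2 fold change of −0.0050 (limma's camera, adjusted p = 0.813). The direction in this test was higher in KO, although the median lay just under 0. It was lower without KO replicate 3 (median −0.031, limma's camera, adjusted p = 0.705) and without LOX replicate 1 (median −0.077, adjusted p = 0.448), and with scaling by library size only its median was 0.04. An adjusted p under 0.05 (edgeR) was reached by 5 members, of which Cgn, Cldn3 and Cldn4 were higher and Cldn1 and Cxadr lower. Adjusted over the list alone, 8 members passed. Of 33 collagens, 32 were tested, with 7 higher and 25 lower in KO and a median log2 fold change of −0.17 (limma's camera, adjusted p = 0.0326). The adjusted p of the collagen list was 0.268 without KO replicate 1, 0.0674 without KO replicate 3, 0.0797 without LOX replicate 2 and 0.151 without LOX replicate 3. Its median was −0.09 without KO replicate 1 and −0.42 without KO replicate 2 (adjusted p = 8.70e-05). Over the settings, the adjusted p ranged from 3.93e-06 with the offset for GC content and gene length (median −0.29) to 0.596 with an estimated correlation. With the study's criterion, 5 collagens passed, all lower, namely Col3a1, Col8a1, Col14a1, Col17a1 and Col25a1. Of the collagens, Col12a1 and Col17a1 had an adjusted p under 0.05, both over all genes and adjusted over the list alone. The members named here, apart from Col3a1 and Col8a1, were chosen after their values were seen.

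The 8 adhesion and ECM genes drawn in Figures 4A, C were lower in KO. Pcdh7 (ENSMUSG00000029108.14, chromosome 5, 57717967 to 58133230) had a log2 fold change of −0.77 (standard error 0.184, edgeR adjusted p = 0.0399), with an adjusted p of 0.108 without KO replicate 3, 0.144 without LOX replicate 2 and 0.117 without LOX replicate 3. The other 7 did not pass an adjusted p of 0.05. Their log2 fold changes were −1.19 for Tgfbi, −1.15 for Jam2, −1.15 for Col8a1, −1.11 for Cntn2, −0.87 for Sparcl1, −0.84 for Pcdh17 and −0.80 for Col3a1, with edgeR adjusted p between 0.0536 for Cntn2 and 0.175 for Col3a1. Without KO replicate 2, the adjusted p was 0.0256 for Tgfbi, 0.0352 for Jam2, 0.0363 for Col8a1, 0.0243 for Cntn2, 0.0226 for Sparcl1 and 0.0442 for Col3a1. It was 0.0477 for Tgfbi and 0.0289 for Col8a1 without LOX replicate 1, and 0.0414 for Pcdh17 without KO replicate 1. With the replicate number as a block, all 7 passed (edgeR adjusted p = 0.00124 for Col3a1 and 0.0294 for Jam2). Whether these numbers mark pairs stays open. With the offset for GC content and gene length alone, the adjusted p was 0.363 for Col3a1 and 0.199 for Jam2.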

Cell adhesion in the thymus is essential for its structure, TEC-thymocyte cross-talk, and thymocyte migration, suggesting that *Klf4* has a role in the stromal organization (53–55). *Klf4* is known to regulate cell adhesion in many tissues, and *Klf4* inhibition can alter cell migration in specific cancers (20, 56–58). 

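Igf2 (ENSMUSG00000048583.16, chromosome 7, 142650766 to 142666816) encodes insulin-like growth factor 2. In cTECs of non-pregnant females, it measured 9.05 ± 4.92 cpm in KO and 3.62 ± 1.36 cpm in LOX (SD, n = 3 each), and every KO library lay above every LOX library. The log2 fold change was 1.33 (standard error 0.427, edgeR adjusted p = 0.0909). Without 1 library, it lay between 0.81 and 1.63, with an edgeR adjusted p of up to 0.282. Over the settings run, the adjusted p ranged from 0.00357 without a filter on low counts to 1 with limma voom and treat, and was 0.247 with the offset for GC content and gene length.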

*Igf2*, implicated in TEC growth and proliferation (59), was overexpressed in cTECs from KO females (**Figures 4A, C**; **Supplementary Table 3**). Interestingly, *Igf2* expression was associated with increased CD4 SP thymocytes (59). This might explain why we observed increased CD4 SP thymocytes in KO females. cTECs and mTECs shared only 7% (52/743) of DEGs, showing that KLF4 target genes are cell-type specific (**Figure 4E**).

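In non-pregnant females, 153 of the 1553 genes past the criterion of the study in either subset passed it in both, and 141 of these had the same direction. Among the 14713 genes tested in both subsets, 34.7 shared genes would be expected for independent lists (exact hypergeometric p = 4.88e-59, a description that treats genes as independent). The number of shared genes ranged from 104 to 218 over the fits that each left out 1 library. At an absolute log2 fold change over 0.8, 68 of 878 genes were shared. With limma voom and treat, 14 of 339 were shared. Whether the change between KO and LOX differed between cTECs and mTECs was tested as an interaction in the 12 libraries of non-pregnant females. In it, 2 genes had an adjusted p under 0.05 (edgeR), Il33 and Tnmd, named after their values were seen, and 3009 had an unadjusted p under 0.05. The difference between KO and LOX was lower in cTECs than in mTECs for both. Whether cTEC and mTEC libraries came from the same mice was not known, and the fit treated the 12 libraries as independent. With the replicate number as a block, the adjusted genes numbered 200, and 1 with the offset for GC content and gene length as well. Without mTEC LOX replicate 3, 482 genes had an adjusted p under 0.05. There were 5 without cTEC KO replicate 2. No gene did without cTEC KO replicate 1, any cTEC LOX replicate, mTEC KO replicate 1 or mTEC LOX replicates 1 or 2, where 2306 to 3227 genes had an unadjusted p under 0.05.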

**Figure 4:**
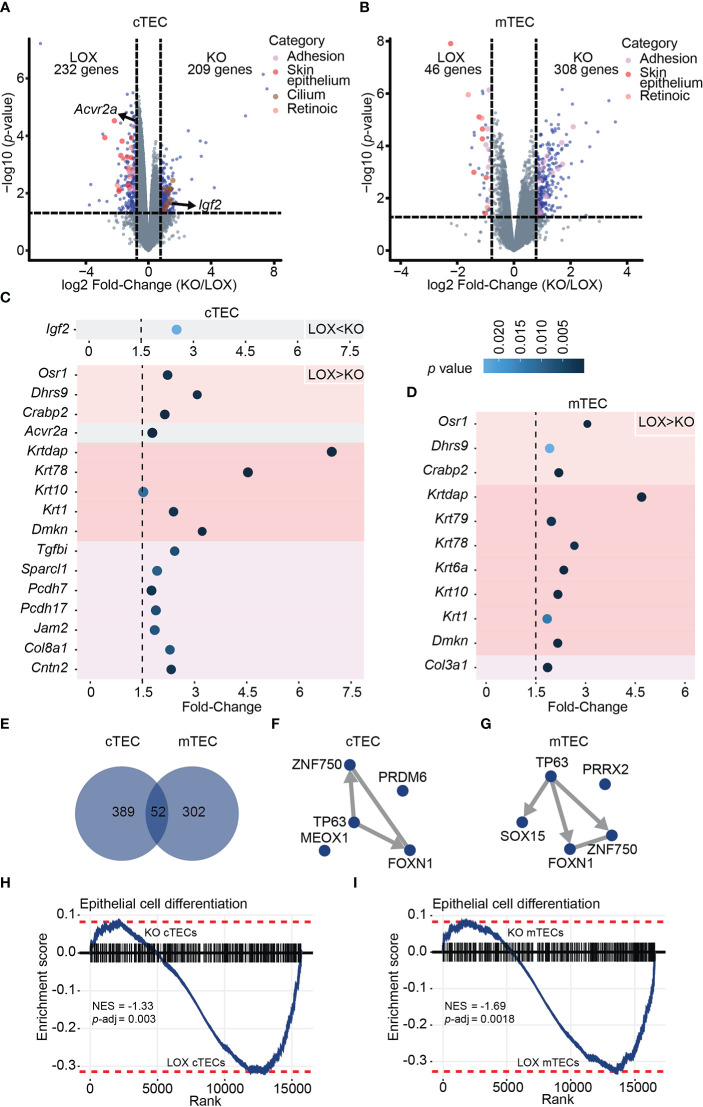
*Klf4* deletion leads to a cell-type-specific downregulation of terminal differentiation markers in TECs from non-pregnant females. **(A, B)** Volcano plots depicting differential gene expression in cTECs **(A)** and mTECs **(B)** between LOX and KO non-pregnant females. Colored dots represent DEGs with a *p*-value< 0.05 and a fold-change > 1.5. **(C, D)** Fold-Change of selected DEGs in cTECs **(C)** and mTECs **(D)** between LOX and KO females. The color circle gradient correlates with the *p*-value. **(E)** Venn diagram showing the overlap between DEGs identified in cTECs and mTECs of non-pregnant females. **(F, G)** TF-TF co-regulatory networks depict the interaction between TFs with the highest enrichment score based on the genes differentially expressed in cTECs **(F)** and mTECs **(G)** of LOX versus KO non-pregnant females. Edges are directed when ChIP-seq evidence supports the interaction and are undirected in the case of co-occurrence or co-expression evidence only. **(H, I)** Gene Set Enrichment Analysis (GSEA) for epithelial cell differentiation markers in cTEC **(H)** and mTEC **(I)** from LOX versus KO non-pregnant females. NES, normalized enrichment score; *p*-adj, false discovery rate adjusted *p*-value.

KLF4 reorganizes chromatin and facilitates access to transcription factors for gene transcription (60). The differential activity of a given TF depends on the chromatin structure and collaborating factors, which could explain the cell-type specificity of *Klf4* in TECs (61). Therefore, we analyzed the enrichment of TF binding motifs among genes overexpressed in KO mice compared to LOX mice. Downregulated DEGs showed enrichment for motifs specific to FOXN1, TP63, and ZNF750 (**Figures 4F, G**; **Supplementary Table 4**). ZNF750 controls epithelial homeostasis by inhibiting progenitor genes while inducing differentiation genes (35). FOXN1 is a well-known key transcription factor for TEC differentiation (36, 62). TP63 blocks TEC proliferation and is essential for the development of the thymic epithelium, and the p63-FoxN1 regulatory axis regulates postnatal TEC homeostasis (63–66). Besides, both ZNF750 and FOXN1 are TP63 gene targets based on ChEA3 databases, and *Klf4* is a ZNF750 target gene in skin ECs (35). Hence, genes under expressed in KO TECs show a strong enrichment for binding motifs of TF regulating both cTEC and mTEC differentiation. Lastly, we performed a gene set enrichment analysis (GSEA) on genes under expressed in TEC from KO females using a list of epithelial cell differentiation markers. This analysis confirmed that a differentiation signature was significantly stronger in *Klf4*-expressing TECs (**Figures 4H, I**). 

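A list of 86 keratinocyte and cornified envelope genes, in place of the gene set of the study, was tested in non-pregnant females. In cTECs, 60 members were tested, with 11 higher and 49 lower in KO than in LOX and a median log2 fold change of −0.49 (limma's camera, adjusted p = 1.03e-07 over 9 list tests). In mTECs, 79 members were tested, with 27 higher and 52 lower and a median of −0.12 (limma's camera, adjusted p = 5.17e-09). The criterion of the study was passed by 20 members in cTECs and 13 in mTECs, all lower in KO. An adjusted p under 0.05 (edgeR) was reached by 11 members in cTECs and 10 in mTECs, and by 17 and 14 adjusted over the list alone. The median in mTECs was −0.00068 without KO replicate 1 (limma's camera, adjusted p = 0.00343), −0.21 without KO replicate 3 and −0.19 without LOX replicate 2. The adjusted p of the list ranged from 2.84e-15 with fgsea to 0.469 with an estimated correlation in cTECs, and from 5.14e-14 to 0.469 with the same settings in mTECs. Of the members tested in cTECs, 49 were higher in mTECs than in cTECs in LOX libraries of pregnant females and had a median of −0.60, and the other 11 had a median of −0.11. From these transcriptomes and the phenotype of KO TECs, the paper concludes that Klf4 maintains TEC differentiation.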

Notwithstanding the absence of changes in structure and cellularity in thymi lacking *Klf4*, we conclude that *Klf4* maintains TEC differentiation at the phenotypic and transcriptomic levels.

### *Klf4* deletion severely aggravates thymic atrophy during late pregnancy

Recent studies showed that in several tissues, homeostasis is only marginally perturbed in the absence of *Klf4* (26). However, tissue disruption is much more pronounced when a stressor is applied to *Klf4*-deficient epithelial cells (toxins, mutations, etc.) than tissues with normal *Klf4* expression. In this way, *Klf4* may act as a critical “cell stability molecule” and an essential maintainer of tissue homeostasis (26). Pregnancy can be seen as an acute perturbation of the thymus. Thus, we decided to investigate how the deletion of KLF4 in TECs would affect thymic cell populations during late pregnancy when thymic involution is most severe.

We mated KO and LOX females with C57BL/6J (WT) males and analyzed the maternal thymus at the end of gestation when thymic involution reaches a nadir (**Figure 5A**). Pregnancy-induced thymic involution was more severe in KO females. They presented a lower thymic weight and a 45% decrease in thymocyte numbers compared to LOX females (**Figures 5B, C**). This thymocyte loss in KO pregnant females was TEC-dependent as *Klf4* was solely deleted in TECs (**Supplementary Figures 1C, D**). The global thymocyte loss affected all subsets but was more severe for CD4 and CD8 SP thymocytes, whose proportion was decreased (**Figure 5D**; **Supplementary Figures 3A, B**). Notably, while no changes in TEC numbers were observed in WT pregnant mice (15), KO females showed a 55% and 60% decrease in cTEC and mTEC numbers, respectively (**Figure 5E**). Consistent with the particularly severe depletion of SP thymocytes, the proportion of mTECs decreased compared to cTECs (**Figures 5F, G**). Moreover, the volume of the medulla was significantly reduced in KO thymi relative to the cortical region (**Figures 5H, I**). Although the thymic size was decreased in KO females, the corticomedullary demarcation remained unaffected. All TEC subsets were depleted in KO mice, but the cTEC^hi^ subset was particularly sensitive to *Klf4* deletion (**Figures 5F, J–O**). We conclude that *Klf4* is essential for maintaining TEC cellularity during late pregnancy.

**Figure 5:**
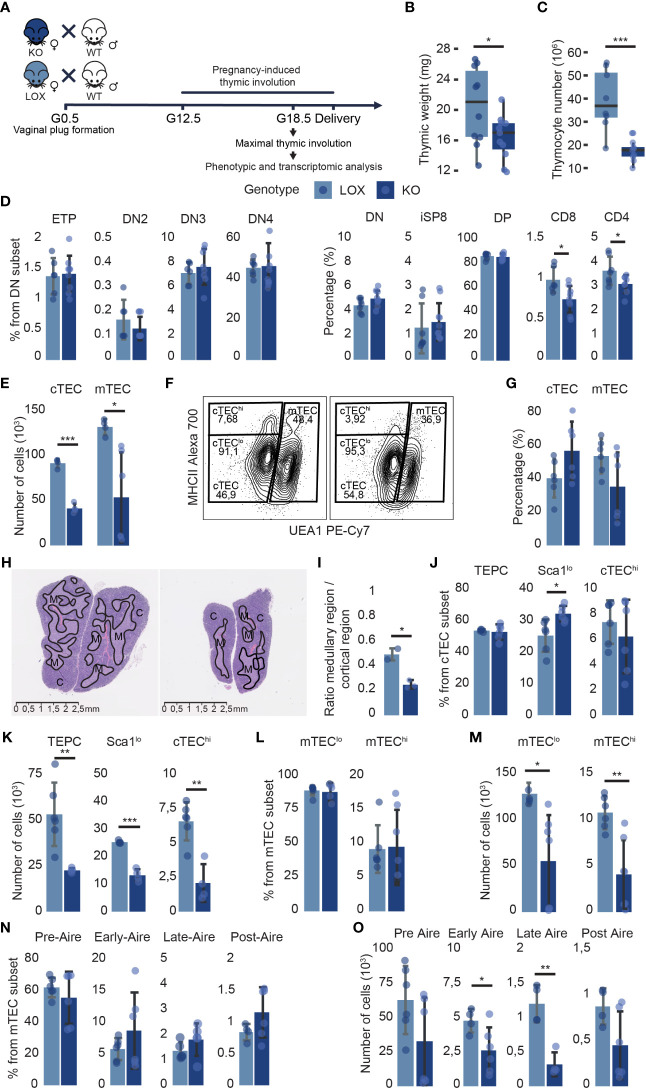
*Klf4* deletion in TECs alters thymus composition during pregnancy-induced thymic involution. **(A)** Experimental design to analyze the impact of *Klf4* deletion during late pregnancy. G0.5, G12.5, G18.5, gestational stages. **(B, C)** Thymic weight (mg) (from n=18-22 mice per genotype, tested in five independent experiments) **(B)**, and thymocyte number (n=8-10) **(C)** of pregnant LOX and KO females. Results are expressed as the median and IQR. **(D)** Proportions of thymocyte subsets in pregnant LOX and KO females (n=6-10 per group). **(E)** cTEC and mTEC numbers in pregnant LOX and KO females (n=4-6 per group). **(F)** Contour plots from flow cytometry analysis representing global cTEC and mTEC gates, and cTEC^hi^ and cTEC^lo^ gates within EpCAM^+^ CD45^-^ subsets in LOX (left) and KO (right) females. **(G)** cTEC and mTEC proportions of LOX and KO females (n=6). **(H)** H&E staining of thymus from pregnant LOX (left) and KO (right) females. Solid black lines delineate cortical **(C)** and medullary (M) regions. **(I)** Relative surface area of the medullary region compared to the cortical region per lobe of pregnant LOX and KO females. **(J, K)** cTEC subpopulation proportions **(J)** and absolute numbers **(K)** in pregnant LOX and KO females (n=4-6). **(L, M)** mTEC^lo^ and mTEC^hi^ percentages **(L)** and numbers **(M)** in KO and LOX females (n=3-5). **(N, O)** mTEC subpopulation proportions **(N)** and absolute numbers **(O)** in pregnant LOX and KO females (n=4-6). All analyses were performed on the thymi of pregnant females. TECs and thymocytes were analyzed in two and three independent experiments, respectively. LOX and KO genotypes are displayed in pale blue and dark blue, respectively. Significance was assessed using an unpaired two-tailed Student’s *t*-test. (*p<0.05, **p>0.01 and ***p>0.001).

### *Klf4* is essential to maintain cTEC integrity during late pregnancy and post-partum thymic regeneration

Five hundred twenty-six genes were differentially expressed, with 426 (81%) being upregulated in KO relative to LOX cTECs (**Figure 6A**). 

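TECs of pregnant females were sorted and sequenced like those of non-pregnant females. The gestation day in the sample labels lies past the 16 to 18 days that the methods of the paper give. The libraries held more reads on the strand of the gene than those of non-pregnant females, with 28506815 to 33105914 in KO cTECs (median 29735672) and 30626141 to 31101590 in LOX cTECs (median 31012842). The mTEC libraries held 24771636 to 26679311 in KO (median 25763382) and 21647645 to 27848812 in LOX (median 27606795). The libraries of the 2 states carry titles of different form, so a difference between states and one between library batches cannot be told apart, whereas KO and LOX were compared within a state. Klf4 measured 456 ± 61.4 cpm in KO and 1001 ± 76.4 cpm in LOX cTECs, and 471 ± 62.9 and 793 ± 71.9 cpm in KO and LOX mTECs (SD, n = 3 each). Its log2 fold changes were −1.13 and −0.75 (standard errors 0.111 and 0.114, edgeR adjusted p = 0.00241 and 0.0115). In mTECs the adjusted p was 0.0727 without LOX replicate 3.

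Of 14285 genes tested in cTECs of pregnant females, 812 passed the criterion of the study. Of these, 630 were higher and 182 lower in KO than in LOX, so that 77.6% were higher (95% Wilson interval 74.6% to 80.3%). An adjusted p under 0.05 (edgeR) was reached by 449 genes, 292 higher and 157 lower, and an unadjusted p under 0.05 by 2920. KO and LOX libraries did not overlap for 26.0% of tested genes, where chance gives 10%. The adjusted calls numbered 142 without KO replicate 1, 115 without KO replicate 2, 234 without LOX replicate 1 and 64 without LOX replicate 3. The share of higher genes ranged from 68.8% to 84.4% over the fits that each left out 1 library. At an absolute log2 fold change over 0.8, 428 genes were higher and 88 lower, and with limma voom and treat 215 and 25. The largest rises among adjusted calls were those of Ighg2c (log2 fold change 4.06, edgeR adjusted p = 0.0334), Clca3b (2.96, 0.00769) and Ly6c2 (2.79, 0.0160). The adjusted p of Ighg2c, an immunoglobulin gene with similar neighbours, was between 0.0525 and 0.130 without KO replicates 1 or 2 or LOX replicates 1 or 3. That of Ly6c2 was 0.0721 without LOX replicate 3. The largest falls were those of n-R5-8s1 (−2.60, edgeR adjusted p = 0.0270), Gm16386 (−1.65, 0.0337) and C1qtnf3 (−1.64, 0.0496). The adjusted p of n-R5-8s1, a ribosomal RNA copy whose reads other copies share, rose to between 0.0541 and 0.0799 without KO replicates 1 or 3 or LOX replicates 1 or 3. That of Gm16386 rose to between 0.0661 and 0.113 without any of the KO replicates, and that of C1qtnf3 to between 0.0934 and 0.149 without any replicate other than LOX 2.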

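In mTECs of pregnant females, 460 of 14821 tested genes passed the criterion of the study, 152 higher and 308 lower in KO, so that 33.0% were higher (95% Wilson interval 28.9% to 37.5%). An adjusted p under 0.05 (edgeR) was reached by 29 genes, 6 higher and 23 lower, and an unadjusted p under 0.05 by 1102. KO and LOX libraries did not overlap for 11.9% of tested genes, close to the 10% that chance gives. The adjusted calls numbered 14 without KO replicate 1, 18 without LOX replicate 1, 59 without LOX replicate 2 and 6 without LOX replicate 3. At an absolute log2 fold change over 0.8, 102 genes were higher and 217 lower, and with limma voom and treat 32 and 81. Krtdap fell most clearly, from 45.4 ± 4.85 cpm in LOX to 13.0 ± 0.356 cpm in KO (SD, n = 3 each), a log2 fold change of −1.80 (standard error 0.123, edgeR adjusted p = 6.36e-06). Krt78 and Osr1 had log2 fold changes of −2.31 and −1.66 (edgeR adjusted p = 0.0281 and 0.0146). The adjusted p of Krt78 was 0.126 without KO replicate 1, 0.0748 without KO replicate 3, 0.0617 without LOX replicate 2 and 0.169 without LOX replicate 3, and that of Osr1 was 0.0845 without LOX replicate 3. The largest rises were in genes of T cells and their precursors, with log2 fold changes of 1.98 for Cd8a, 1.87 for Rag1 and 1.34 for Ptprc (edgeR adjusted p = 0.0151, 0.00764 and 0.0218). Without LOX replicate 3, the adjusted p was 0.121 for Cd8a, 0.0739 for Rag1 and 0.179 for Ptprc. Without KO replicate 1 it was 0.0902 for Cd8a and 0.0787 for Ptprc, without LOX replicate 1 it was 0.0628 and 0.0924, and without KO replicate 2 it was 0.0568 for Ptprc. Of a list of thymocyte markers, 17 of 18 tested members were higher in KO mTECs.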

Only 220 genes were differentially expressed in mTECs, with 149 (68%) being down-regulated (**Figure 6A**). When we compared DEGs identified in steady-state conditions *vs*. pregnancy, we found that only 9.5% (127/1335) were shared (data not shown). This further illustrates that the effects of KLF4 are highly context-specific. 

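Taking cTECs and mTECs together, 303 of the 2432 genes past the criterion of the study in either state passed it in both. Among 15091 genes tested, 101.9 would be expected for independent lists (exact hypergeometric p = 2.32e-75, a description that treats genes as independent). At an absolute log2 fold change over 0.8, 138 of 1536 genes were shared, and with limma voom and treat 36 of 648. Within cTECs, 125 genes passed in both states, of which 79 had the same direction, and within mTECs 106, of which 50 had the same direction. Whether the change between KO and LOX differed between states was tested as an interaction within each subset. In cTECs, 1 of 15470 genes had an adjusted p under 0.05 (edgeR), Mir703, named after its value was seen, and 2226 had an unadjusted p under 0.05. With the replicate number as a block, the number of adjusted genes was 385. It was 310 without non-pregnant KO replicate 2, 62 without non-pregnant LOX replicate 1, 26 without pregnant KO replicate 3, and 2 without non-pregnant KO replicate 1 or pregnant LOX replicates 1 or 2. It was 0 without non-pregnant KO replicate 3, non-pregnant LOX replicate 3 or pregnant LOX replicate 3, where 2028, 1793 and 1916 genes had an unadjusted p under 0.05. In mTECs, 61 of 16360 genes had an adjusted p under 0.05 (edgeR), all with a lower KO effect in pregnancy, and 1859 had an unadjusted p under 0.05. Those adjusted genes numbered 165 without non-pregnant KO replicate 1, 103 without pregnant KO replicate 3 and 193 without pregnant LOX replicate 2. They numbered 21 to 32 without non-pregnant KO replicates 2 or 3, non-pregnant LOX replicates 2 or 3, pregnant KO replicate 1 or pregnant LOX replicates 1 or 3.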

Of note, no genes associated with ETP recruitment were downregulated in KO cTECs. 

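The paper names no ETP recruitment genes, so 8 genes of ligands and adhesion molecules that act on early thymic progenitors were chosen. Not all of them need serve recruitment. In cTECs of pregnant females, Ccl25 (ENSMUSG00000023235.14, chromosome 8, 4325210 to 4360020) measured 617 ± 65.3 cpm in KO and 518 ± 72.4 cpm in LOX (SD, n = 3 each), a log2 fold change of 0.25 (standard error 0.116, edgeR adjusted p = 0.250). Cxcl12 had a log2 fold change of −0.19 (edgeR adjusted p = 0.321) and Vcam1 of −0.11 (edgeR adjusted p = 0.483). That of Vcam1 was 0.06 with the offset for GC content and gene length. Il7 had a log2 fold change of 0.07 (edgeR adjusted p = 0.771), and of −0.07 without KO replicate 1. Ccl19 and Ccl21a were below the expression filter, with no read of Ccl19 and at most 4 reads of Ccl21a in any library, so a difference was not detectable at this depth. Dll4 rose from 20.0 ± 2.78 cpm in LOX to 31.5 ± 3.64 cpm in KO (SD, n = 3 each), a log2 fold change of 0.66 (standard error 0.131, edgeR adjusted p = 0.0294). Its adjusted p lay between 0.0548 and 0.110 without any of the KO replicates or LOX replicates 1 or 3, and at 0.0570 with the offset. It was 2.71e-05 with no filter on low counts, the lowest over the settings, and 1 with limma voom and treat, the highest. Kitl (ENSMUSG00000019966.18, chromosome 10, 100015630 to 100100416), which encodes stem cell factor, measured 110 ± 14.9 cpm in KO and 181 ± 30.0 cpm in LOX (SD, n = 3 each). Its log2 fold change was −0.72 (standard error 0.127, edgeR adjusted p = 0.0176), with an adjusted p of 0.0614 without KO replicate 1, 0.0701 without KO replicate 2 and 0.0522 without LOX replicate 3.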

GO terms analysis of the DEGs in KO cTECs during pregnancy showed enrichment for cell death (**Figure 6B**), which correlated with an increased proportion of apoptotic (AnV+) cTECs (mainly the cTEC^hi^ subset) in KO mice (**Figure 6C**). This is consistent with the fact that cTEC^hi^ cells are more sensitive than TEPCs and Sca1^lo^ cTECs to the loss of *Klf4* (**Figure 5K**). 

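A list of 90 apoptosis genes, 82 of them tested in cTECs of pregnant females, had a median log2 fold change of 0.09, with 48 members higher and 34 lower in KO (limma's camera, adjusted p = 0.151 over 9 list tests). The adjusted p ranged from 0.108 to 0.469 over the settings run. The median was 0.05 without KO replicate 3. Tnfrsf21 and Cdkn1a, both higher in KO, had an adjusted p under 0.05 (edgeR) over all tested genes, and 5 members did adjusted over the list alone, with Perp, Sesn1 and Pdcd4 lower in KO. Past the criterion of the study were 4 members, Bbc3, Bik, Tnfrsf21 and Cidea, all higher in KO. These genes were named after their values were seen. The g:Profiler annotation used in Figure 6B was not used here.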

GO term analysis also showed that a large proportion of genes differentially expressed in KO cTECs were associated with an epithelial-to-mesenchymal transition (EMT) program (e.g., locomotion, extracellular matrix organization, cell adhesion, and migration) (**Figure 6B**). Indeed, *Klf4* maintains epithelial homeostasis by regulating EMT (e.g., corneal epithelium) and represents a potential target for pathologies partially caused by EMT (e.g., pulmonary fibrosis, cancer) (56–58, 67). 

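A list of 197 EMT and mesenchymal matrix genes was compared between KO and LOX cTECs of pregnant females. Of the 172 members tested, 106 were higher and 66 lower in KO. The criterion of the study was passed by 29 members, of which 27 were higher and Thbs1 and Col7a1, named after their values were seen, were lower. An adjusted p under 0.05 (edgeR) was reached by 16 members over all tested genes and by 43 adjusted over the list alone. In the LOX libraries of non-pregnant females, 95 of the 171 members with a level there were higher in mTECs than in cTECs. Their median log2 fold change between KO and LOX cTECs of pregnant females was 0.36, and 85 of them rose. The 76 genes not higher in mTECs had a median of −0.17, and 20 of them rose.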

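In cTECs of pregnant females, Vim (ENSMUSG00000026728.9, chromosome 2, 13573927 to 13582826) measured 68.7 ± 6.23 cpm in KO and 38.03 ± 6.27 cpm in LOX (SD, n = 3 each). The log2 fold change was 0.85 (standard error 0.121, edgeR adjusted p = 0.00638). Fgf11 (ENSMUSG00000042826.13, chromosome 11, 69796068 to 69801857) measured 11.6 ± 3.60 and 5.85 ± 1.40 cpm, a log2 fold change of 0.99 (standard error 0.249, edgeR adjusted p = 0.0604, and 0.0426 without KO replicate 3). Fgf21 (ENSMUSG00000030827.5, chromosome 7, 45613886 to 45615490) measured 6.15 ± 2.81 and 1.01 ± 0.274 cpm, a log2 fold change of 2.60 (standard error 0.396, edgeR adjusted p = 0.00909). Ctnna2 (ENSMUSG00000063063.12, chromosome 6, 76881637 to 77979699) measured 2.07 ± 0.359 and 1.08 ± 0.0825 cpm, a log2 fold change of 0.94 (standard error 0.325, edgeR adjusted p = 0.140). For each of these genes, every KO library lay above every LOX library. In LOX mTECs of pregnant females, Vim stood at 107 cpm, Fgf11 at 15.3 cpm, Fgf21 at 26.6 cpm and Ctnna2 at 1.64 cpm. The epithelial gene Epcam was 511 ± 34.6 cpm in KO and 428 ± 18.8 cpm in LOX (SD, n = 3 each), a log2 fold change of 0.25 (standard error 0.0834, edgeR adjusted p = 0.125).

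**Figure D4:**
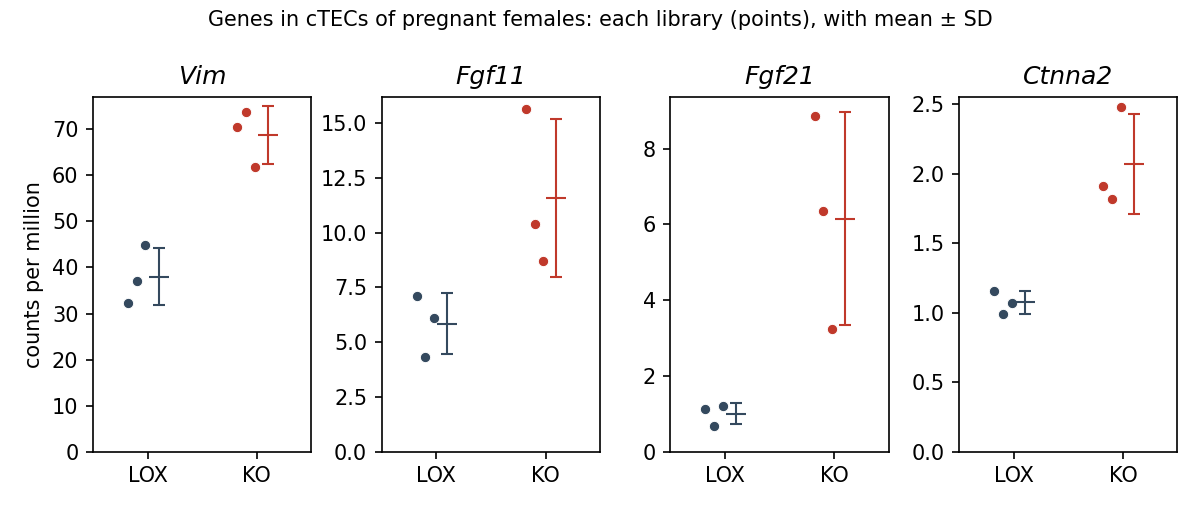
Vim, Fgf11, Fgf21 and Ctnna2 in cTECs of pregnant females, in cpm, with each library as a point and mean ± SD beside it. The 3 KO libraries lie above the 3 LOX libraries for each gene, as for Vim with means of 68.7 and 38.03 cpm.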

KO cTECs are epithelial cells that express mesenchymal markers such as Vimentin (*Vim*), fibroblast growth factors (*Fgf11*, *Fgf21*), and *Ctnna2* (**Supplementary Table 3**). Gene Set Enrichment Analysis (GSEA) showed a significant EMT signature in KO cTECs compared to LOX cTECs (**Figure 6D**). 

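The EMT list had a median log2 fold change of 0.12 between KO and LOX cTECs of pregnant females (limma's camera, adjusted p = 0.00337 over 9 list tests). Without LOX replicate 2, the adjusted p was 0.192, and the median was 0.07 without KO replicate 2. The adjusted p ranged from 1.07e-05 with fgsea to 0.469 with an estimated correlation, and was 0.161 with fry. With the offset for GC content and gene length, the median was 0.064 (limma's cameraPR, adjusted p = 0.0445). From its own EMT signature and from EpCAM and VIM protein, the paper concludes that KO cTECs became less epithelial and more mesenchymal. From a ratio of TECs to thymic fibroblasts that did not fall, it adds that they did not turn fully into fibroblasts.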

To validate transcriptomic observations, we quantified thymic fibroblasts (tFbs) population in KO and LOX pregnant females based on EpCAM, CD45, PDPN, PDGFRαβ, CD31, and CD146 expression (68, 69) using flow cytometry. The ratio TECs to tFbs did not decrease in KO females (**Figure 6E**). However, flow cytometry analysis showed a downward trend of EpCAM expression, while VIM expression slightly increased in KO cTECs (**Figures 6F, G**). In addition, immunofluorescence analysis revealed that the intensity of VIM staining was significantly higher in KO K8^+^ cTECs. (**Figures 6H, I**; **Supplementary Figures 3C, D**). Hence, KO cTECs did not fully differentiate into tFbs but decreased epithelial features and increased mesenchymal characteristics. The ability of epithelial cells to express mixed epithelial/mesenchymal markers is called epithelial-to-mesenchymal plasticity (EMP) (70). EMP is widely observed and context-specific in various biological contexts, such as development and wound healing (70). 

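In mTECs of pregnant females, a list of 65 cell cycle genes and the list of apoptosis genes were tested. Of 64 cell cycle genes tested, 15 were higher and 49 lower in KO than in LOX, with a median log2 fold change of −0.19 (limma's camera, adjusted p = 0.00974 over 9 list tests). The adjusted p was 0.723 without KO replicate 1, 0.813 without LOX replicate 1 and 0.0725 without LOX replicate 3. The median was −0.06, −0.03 and −0.11 in these fits, −0.30 without KO replicate 2 and −0.37 without LOX replicate 2. With a Reactome cell cycle set in place of the list the direction was reversed, with an adjusted p of 0.840, and the adjusted p ranged from 1.49e-04 with fgsea to that value over the settings run. No member reached an adjusted p under 0.05 (edgeR), over all tested genes or adjusted over the list alone, 5 had an unadjusted p under 0.05, and 2 passed the criterion of the study, Ccnb1 and Cenpk, both lower in KO. Of 85 apoptosis genes tested, 46 were higher and 39 lower, with a median of 0.01 (limma's camera, adjusted p = 0.504). No apoptosis gene had an adjusted p under 0.05 (edgeR), 8 had an unadjusted p under 0.05, and 2 passed the criterion of the study, Ripk3 and Gzmb, both lower in KO. The genes named here were chosen after their values were seen.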

In mTECs, GO terms analysis did not show enrichment for genes involved in cell proliferation or apoptosis that could explain their reduction (data not shown). This observation supports our previous conclusion that cTECs orchestrate thymic involution during pregnancy, while mTEC proliferation and differentiation mainly depend on thymocyte numbers (15, 18). Interestingly, we observed a significant increase of EpCAM^+^ CD45^-^ UEA1^-^ PDPN^+^ cells proportion in females lacking *Klf4* in TECs (**Figures 6J, K**). A UEA1^-^ PDPN^+^ TEC population described as inter-typical TECs or junctional TECs (jTECs) has previously been found to be localized in the CMJ (71, 72). Therefore, we investigated whether the UEA1^-^ PDPN^+^ cells were cTECs or jTECs. Using immunofluorescence, we quantified cell populations relative to the signal intensity of K8, K5, and PDPN staining in the CMJ and the thymic cortex of pregnant LOX and KO females (**Supplementary Figure 3E**). We found a conspicuous increase in the proportion of K8^+^PDPN^+^ cTECs in the thymic cortex of KO females compared to LOX females (**Figure 6L**). We also noted a minor decrease in K8^+^K5^+^PDPN^+^ TECs in the CMJ region (**Figure 6L**). We conclude that the expanded UEA1^-^PDPN^+^ TEC population observed by flow cytometry corresponds to cTECs undergoing EMP and not to jTECs. Overall, these data illuminate the non-redundant role of *Klf4* in maintaining thymic integrity during late pregnancy by inhibiting apoptosis and EMP in cTECs.

**Figure 6:**
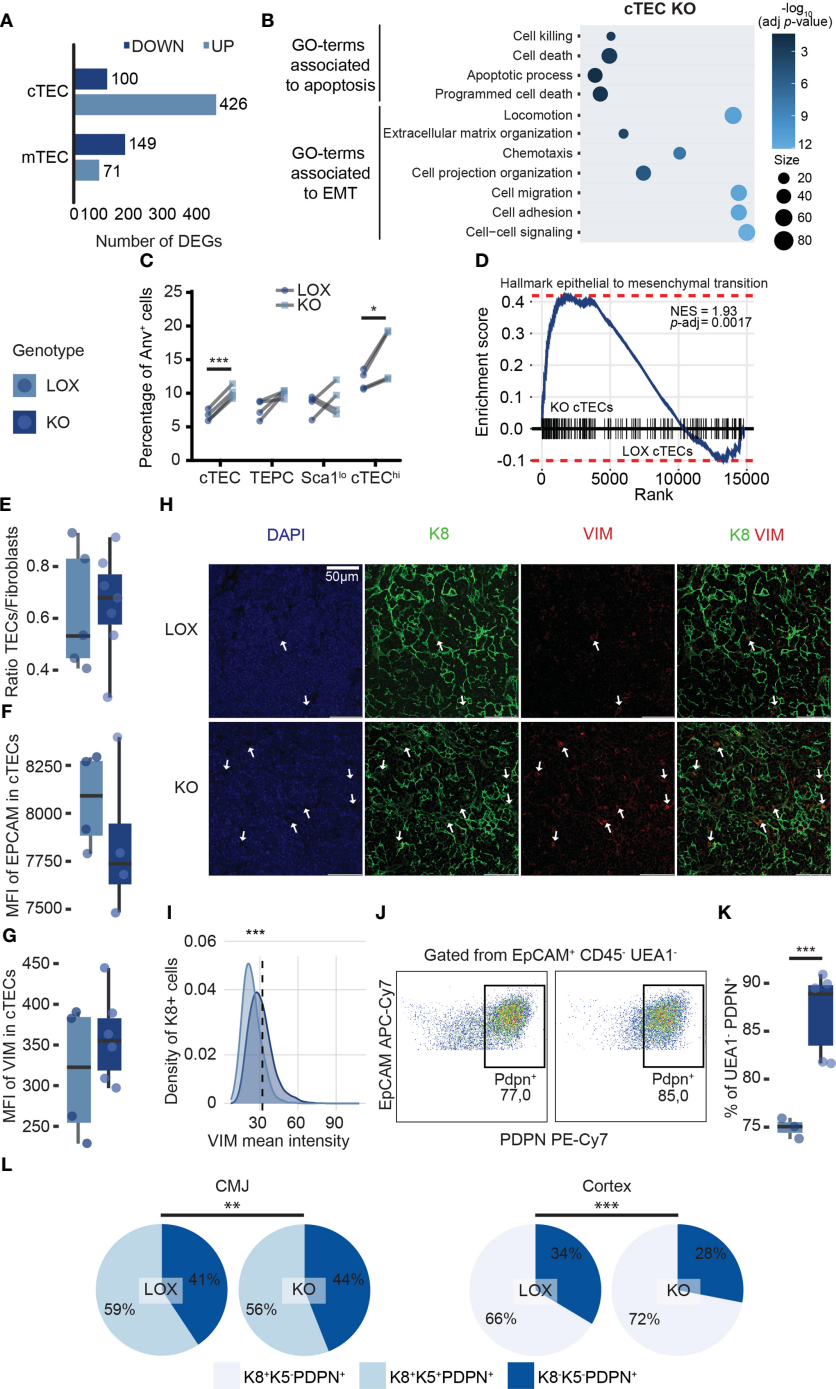
*Klf4* protects cTECs during late pregnancy by inhibiting apoptosis and EMP. **(A)** Number of DEGs upregulated (pale blue) or downregulated (dark blue) in cTECs and mTECs from LOX pregnant females compared to KO pregnant females. DEGs were identified with a *p*-value< 0.05 and a fold-change > 1.5. **(B)** Balloon plot depicting biological processes enriched in genes differentially expressed in LOX versus KO pregnant female. Only GO terms with an adjusted *p*-value< 0.05 are displayed (g:SCS threshold; Analysis performed with g:Profiler). **(C)** Paired plot showing the percentage of apoptotic cells in LOX and KO pregnant females. Significance was assessed using a paired Student’s *t*-test. (*p<0.05, ***p<0.001). **(D)** Gene Set Enrichment Analysis (GSEA) for epithelial to mesenchymal transition markers in cTEC from KO versus LOX pregnant females. NES, normalized enrichment score; *p*-adj, false discovery rate adjusted *p*-value. **(E)** Ratio TEC to fibroblasts in LOX and KO pregnant females. **(F, G)** Mean fluorescence intensity (MFI) of EpCAM **(F)** and VIM **(G)** in cTECs from LOX and KO pregnant females. **(H)** VIM immunodetection on cortex from LOX and KO pregnant thymus. The sections were stained with anti-K8 (green) and anti-VIM (red) antibodies. Nuclei were stained with DAPI (blue). Images are representative of two mice. A z-stack of ten 40X images of 0.346μm was turned into a single 2D image. Scale bar, 50 μm. **(I)** Density plot depicting the distribution of VIM mean cytometric intensity in K8+ cTECs from LOX and KO pregnant females. The dotted line represents the threshold for VIM intensity to classify VIM-negative and VIM-positive cells. Significance was assessed using a Pearson chi-square test (***p<0.001). **(J)** Dot plots from flow cytometry analysis representing PDPN^+^ gate within EpCAM^+^ CD45^-^ UEA1^-^ cells in LOX (left) and KO (right) females. **(K)** Percentage of UEA1^-^PDPN^+^ cells in LOX and KO pregnant females. LOX and KO genotypes are displayed in pale blue and dark blue, respectively. **(L)** Pie charts representing TEC subpopulation proportions according to K8, K5, and PDPN expression in the CMJ and the cortex region of LOX and KO pregnant females. Significance was assessed using a Pearson chi-square test (**p<0.01, ***p<0.001).

We wondered whether the severe thymic involution in KO females would impact post-partum thymic regeneration. Therefore, we analyzed thymic growth during the late regeneration phase at D16 and D28 post-delivery (**Figure 7A**). We observed that thymic cellularity and weight were significantly decreased in KO females compared to LOX females at D16 post-delivery (**Figures 7B, C**). However, thymic cellularity and weight were restored at D28 post-delivery (**Figures 7B, C**). Interestingly, cTECs decreased by 60% and 40% after delivery in KO females at D16 and D28, respectively (**Figures 7D–G**). Likewise, SP CD4 and SP CD8 showed no alteration in proportions but a numerical decrease in KO females at D16 and D28 (**Figures 7H, I**). These results suggest that cTEC reduction affects thymocyte development during post-partum thymic regeneration in *Klf4*-deficient females. We conclude that *Klf4* deletion during pregnancy has a long-lasting effect on thymic regeneration.

**Figure 7:**
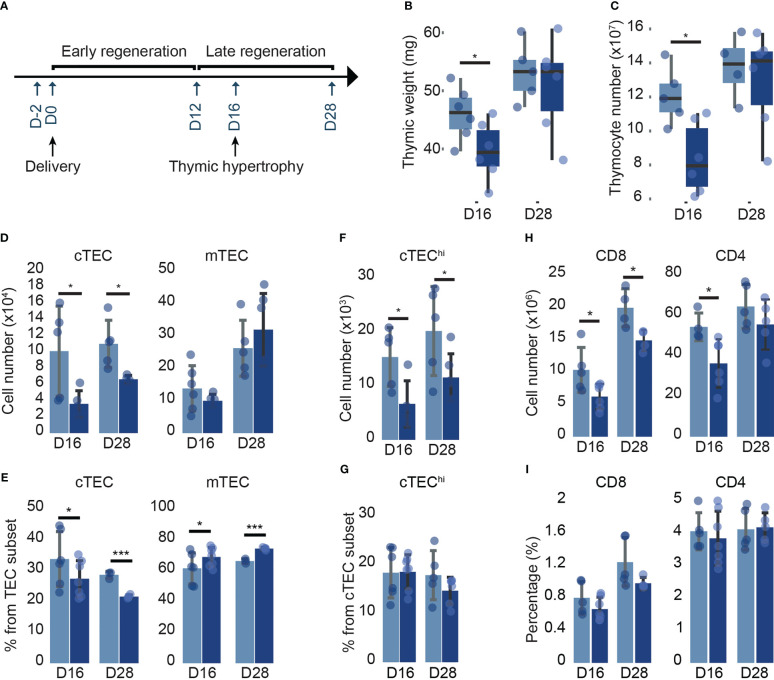
Profound modification in mature cTECs from KO females persists at D28 post-delivery. **(A)** Timeline of post-partum thymic regeneration. **(B, C)** Thymic weight (mg) **(B)** and thymocyte numbers **(C)** in LOX and KO females (from n=4-6 mice per genotype). **(D, E)** cTEC and mTEC numbers **(D)** and proportions **(E)** in LOX and KO females (n=5-7). **(F, G)** cTEC^hi^ number **(F)** and proportion **(G)** in LOX and KO females (n=4-5). **(H, I)** Simple-positive CD8 and CD4 thymocyte numbers **(H)** and proportions **(I)** in LOX and KO females (n=4-5). All analyses were performed in the thymi of females at D16, and D28 post-delivery tested in two independent experiments. LOX and KO genotypes are displayed in pale blue and dark blue, respectively. Significance was assessed using an unpaired two-tailed Student’s *t*-test. (*p<0.05).

## Discussion

During the lifespan of an individual, several factors can cause thymic atrophy. Infection, irradiation, and corticosteroids cause thymic atrophy by direct induction of thymocyte apoptosis (11, 71). In contrast, atrophy induced by sex hormones and age primarily affects TECs (11, 15). Progesterone-induced thymic involution during pregnancy has been proposed to be an energy-saving mechanism and to enhance maternal tolerance of the fetus (11, 16, 18). We found that KLF4 expression is high in TECs from non-pregnant and pregnant mice. While *Klf4* transcription drops abruptly following parturition, KLF4 protein is highly stable. The context-dependent stability of KLF4 suggests different functions during thymic involution and regeneration (40). Moreover, we noted that KLF4 binding motifs are significantly enriched in the DNA sequence of differentially expressed TEC genes at the end of pregnancy. The salient finding of our study is that deletion of *Klf4* in TECs has minimal effects under steady-state conditions but a significant impact during late pregnancy.

In WT pregnant females, thymocyte development is paused due to altered cTEC function, but TEC numbers are unchanged (**Figures 8A, B**). In other epithelial tissues, *Klf4* has been described as a “cell stability molecule” that protects tissue homeostasis when a stressing agent is applied (26). In other words, KLF4 expression in epithelial cells appears important to protecting tissue integrity when an injury occurs. Indeed, *Klf4* deletion in injured tissues delays wound healing (21, 72). In line with this concept, we report that females lacking *Klf4* in TECs show significant alterations in thymic cellularity during pregnancy-induced thymic involution. These mice present a substantial reduction of both thymocytes and TEC numbers relative to WT pregnant females (**Figures 8B, C**). Transcriptomic and phenotypic analysis showed that *Klf4* maintains cTEC number during late pregnancy by inhibiting apoptosis and EMP abilities (**Figure 7C**). This is also coherent with reports of *Klf4* being an apoptotic and EMT suppressor in other types of epithelial cells (24, 56, 58, 67). In contrast to cTECs, the loss of mTECs in *Klf4*-deficient mice cannot be explained by mTEC-intrinsic transcriptomic changes. Cross-talk with SP thymocytes is essential for mTEC differentiation during embryonic development (73). Additionally, we previously showed a correlation between SP thymocyte expansion and mTEC proliferation during post-partum thymic regeneration (15). Consequently, we suggest that the loss of mTECs in KO pregnant females is caused by the depletion of SP thymocytes (**Figure 8C**).

**Figure 8:**
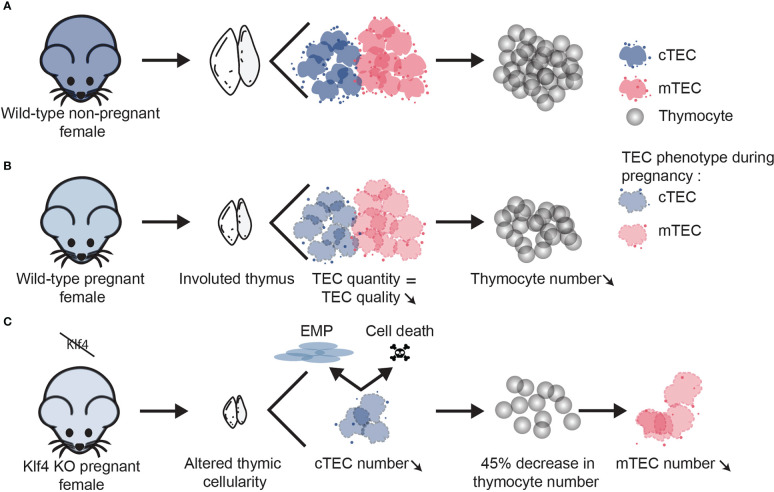
*Klf4* is a protective factor for thymus integrity during pregnancy-associated thymic involution. Working model depicting the role of *Klf4* in TEC homeostasis during late pregnancy. **(A)** Non-pregnant WT mice exhibit an age-appropriate level of TEC and thymocyte numbers. **(B)** During late pregnancy, thymocyte hypocellularity in WT mice is associated with functional defects in TECs without TEC loss. **(C)** When *Klf4* is deleted, cTEC apoptosis and EMP deplete the cTECs pool. As a result, thymocyte loss is aggravated, particularly for the SP thymocytes. Loss of SP thymocytes leads to a decrease in mTEC number.

These findings reveal that *Klf4* is a protective factor for maintaining cTEC numbers during the last trimester of pregnancy when thymic involution is paramount. Additional analyses would be required to determine whether the loss of KLF4 affects cTECs at earlier stages of pregnancy (when thymic involution is less pronounced). The significant thymic medulla atrophy in pregnant females lacking *Klf4* raises questions concerning fetal development. Indeed, RANK-expressing mTECs control the expansion of thymic Tregs, which are necessary for maternal tolerance to fetal alloantigens (74). Hence, in future studies, efforts should be made to quantify rates of miscarriage and splenic Treg numbers in *Klf4*-deficient mice. The striking pregnancy-induced thymic atrophy in *Klf4*-deficient mice had a long-lasting impact on mature cTECs and thymocyte development. Hence, further studies will be needed to determine whether delayed thymic regeneration impacts long-term immune function. In addition, this raises questions about the impact on maternal thymus integrity following repetitive pregnancies in *Klf4*-deficient females and the effectiveness of the protective role of KLF4 in older pregnant females.

Finally, this study highlights the potential interest in studying *Klf4* as a protective factor in other thymic injury models, such as glucocorticoid- or radiation-induced thymic involution. In particular, *Klf4* is a radioprotective factor in intestinal epithelial cells and may be a therapeutic target for TEC protection following irradiation treatment (25, 75, 76). A more complex issue will be to investigate whether upregulation of *Klf4* could prevent or reverse age-associated thymic involution. This is a pertinent question considering the impact of age-associated thymic atrophy on response to vaccines and the risk of infection, autoimmunity, and cancer (4, 6, 77).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE 210885.

## Ethics statement

The animal study was reviewed and approved by Comité de Déontologie de l’Expérimentation sur les Animaux de l’Université de Montréal.

## Author contributions

The study design was performed by LD with the assistance of CP, MD-L, and SB. Data collection was performed by LD and SB with support from CH, VQ-HT, and CC. Bioinformatic analyses were performed by LD with the help of J-DL and VQ-HT. LD interpreted the data and wrote the first draft of the manuscript, revised by all authors. CP provided the financial and material resources necessary for the realization of this project. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Klf4 protects thymus integrity during late pregnancy
**Source:** Front Immunol. 2023 Apr 27;14:1016378. doi: 10.3389/fimmu.2023.1016378
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

##
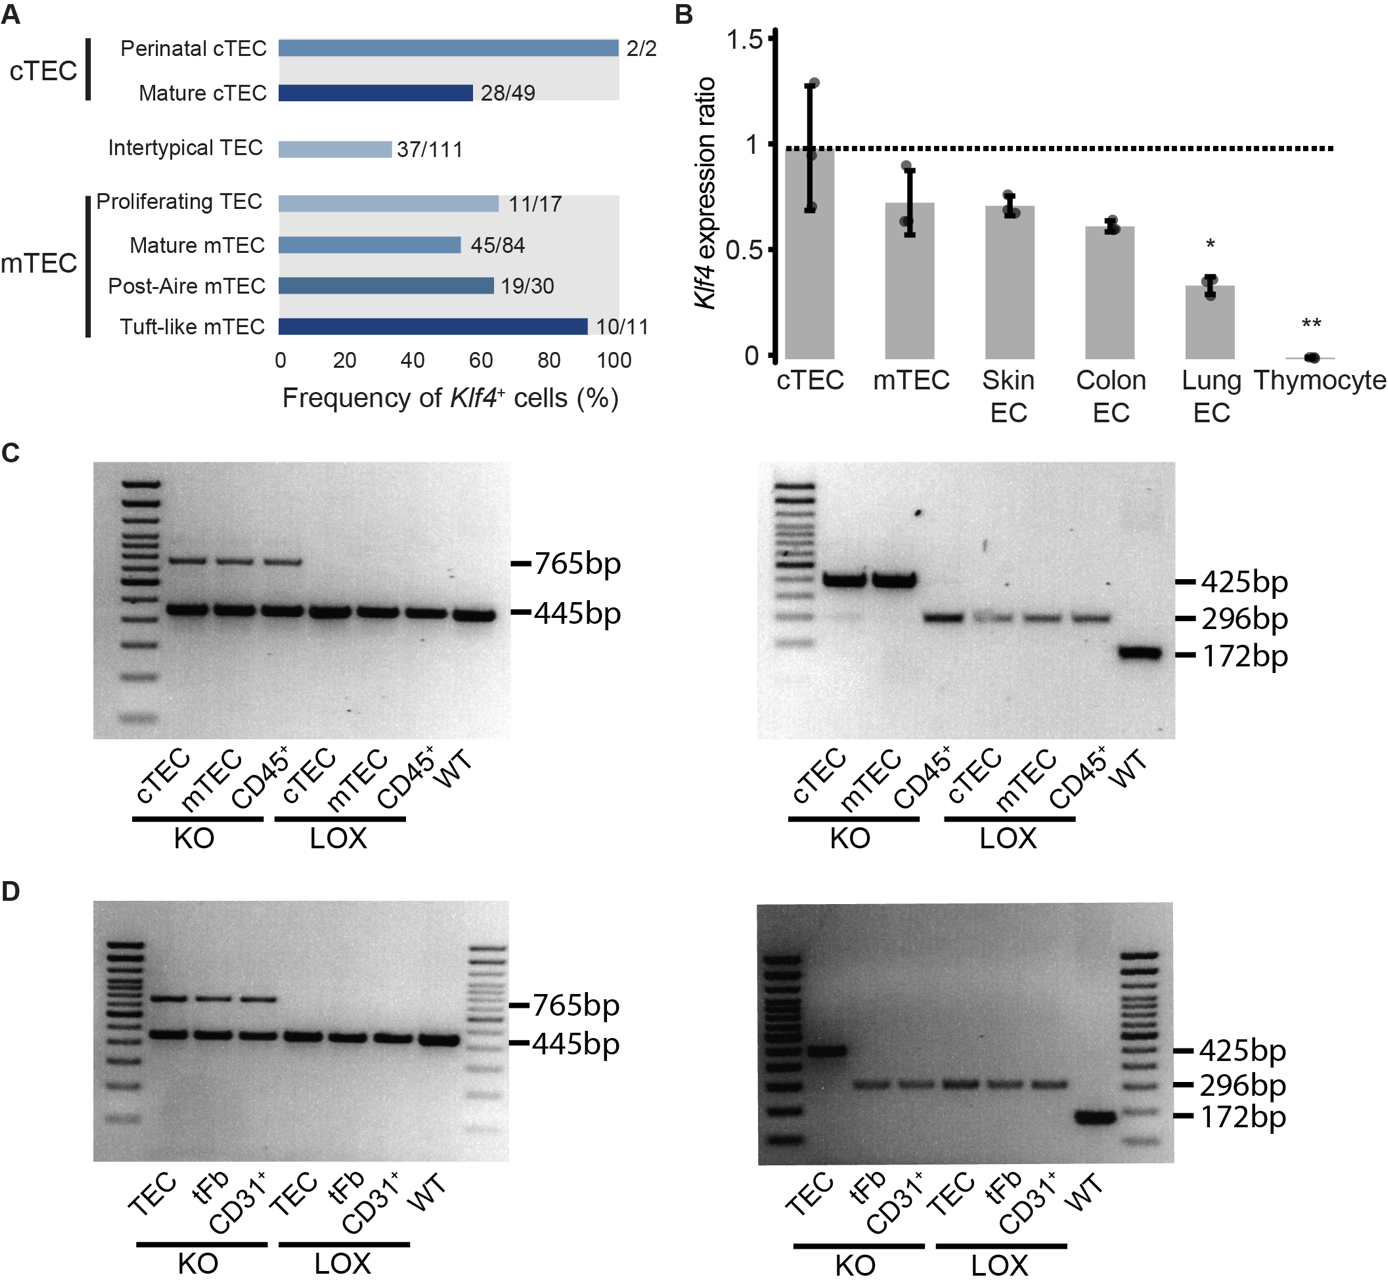
Supplementary Figures

**Supplementary Figure 1. (A)** Frequency of *Klf4^+^* cells in different TEC subtypes analyzed by scRNAseq (ArrayExpress : E-MTAB-8560, (1)). The number of *Klf4*^+^ cells on the total number for each subset is displayed on the bar graph. **(B)** *Klf4* expression ratio in epithelial cells from thymus, skin, colon, and lung of 12-week-old C57BL/6J mice (n=3). Thymocytes were used as non-stromal cell control. The *Klf4* expression ratio was calculated relative to its expression in cTEC as TPM. Results are expressed as mean ± SD. *P*-values are shown against cTECs and mTECs. Significance was assessed using a two-tailed Student *t*-test. (**p*<0.05 and ***p*<0.01). **(C, D)** PCR genotype analysis of DNA extracted from purified cTECs, mTECs, CD45^+^ cells (of which at least 95% are thymocytes) **(C)**, and purified TECs, tFbs, CD31^+^ cells **(D)** from KO and LOX females, to determine *Klf4* deletion efficiency and specificity in TECs. The PCR analysis for Psmb11-iCre (left panels) was performed using primers specific for iCre (765bp) or Psmb11 coding sequences (445bp) by Dr. Takahama’s group recommendations (2). PCR screening for *Klf4* (right panels) was performed using primers specific to the *wild-type Klf4* gene (172bp), floxed *Klf4* (296bp), and null *Klf4* (425bp) following the genotyping protocol of MMRRC (29877).

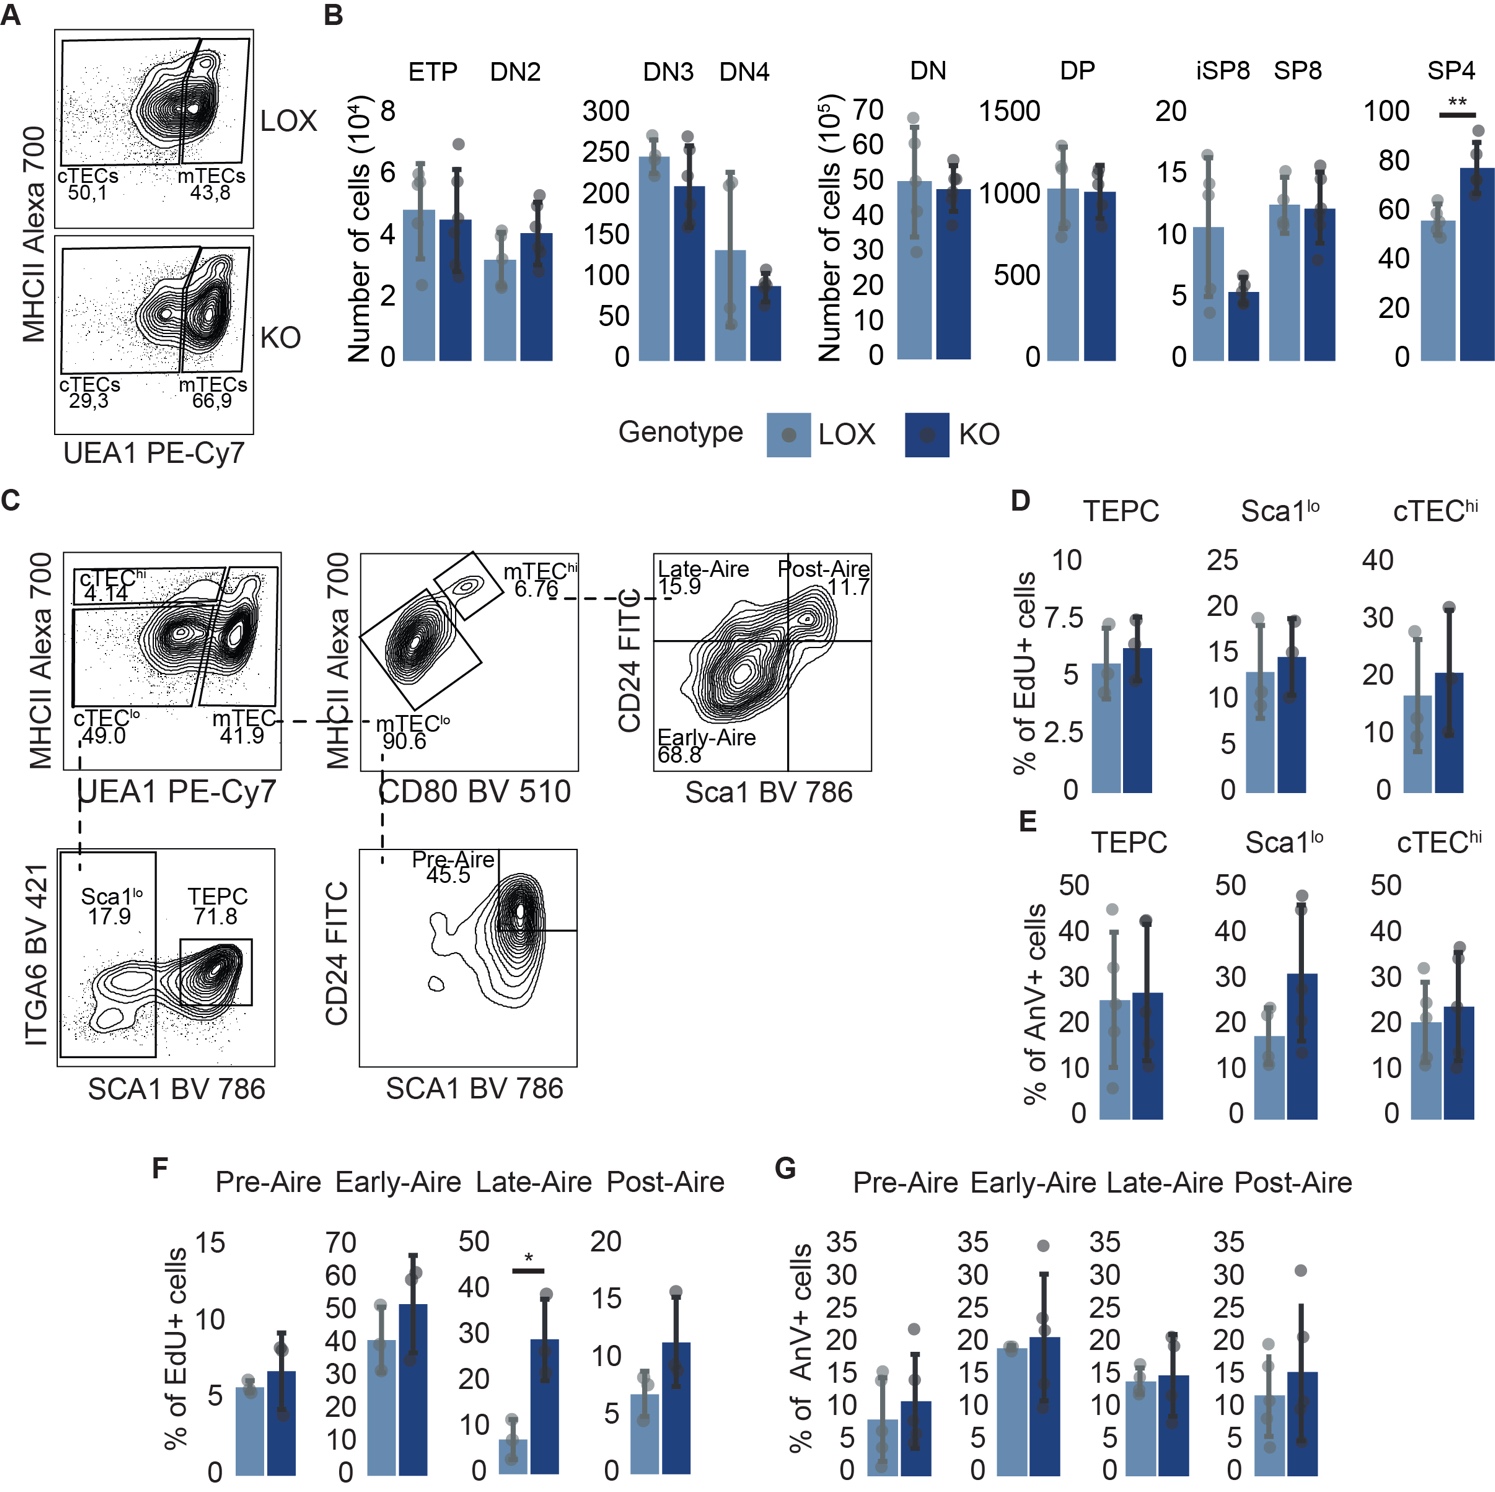

**Supplementary Figure 2.** **(A)** Flow cytometry contour plots representing cTECs and mTECs. **(B)** Absolute number of thymocyte subpopulations in KO and LOX females (n=4-6). **(C)** Gating strategy for analyzing cTEC and mTEC subpopulations by flow cytometry. **(D, E)** Proportion of proliferating EdU^+^ **(D)** and apoptotic AnV^+^ **(E)** cTEC subpopulations in KO and LOX mice (n=3-5). **(F, G)** Proportion of proliferating EdU^+^ **(F)** and apoptotic AnV^+^ **(G)** mTEC subpopulations in KO and LOX mice (n=3-5). KO and LOX genotypes are displayed in dark blue and pale blue, respectively. Significance was assessed using a two-tailed student *t*-test. (**p*<0.05)

**
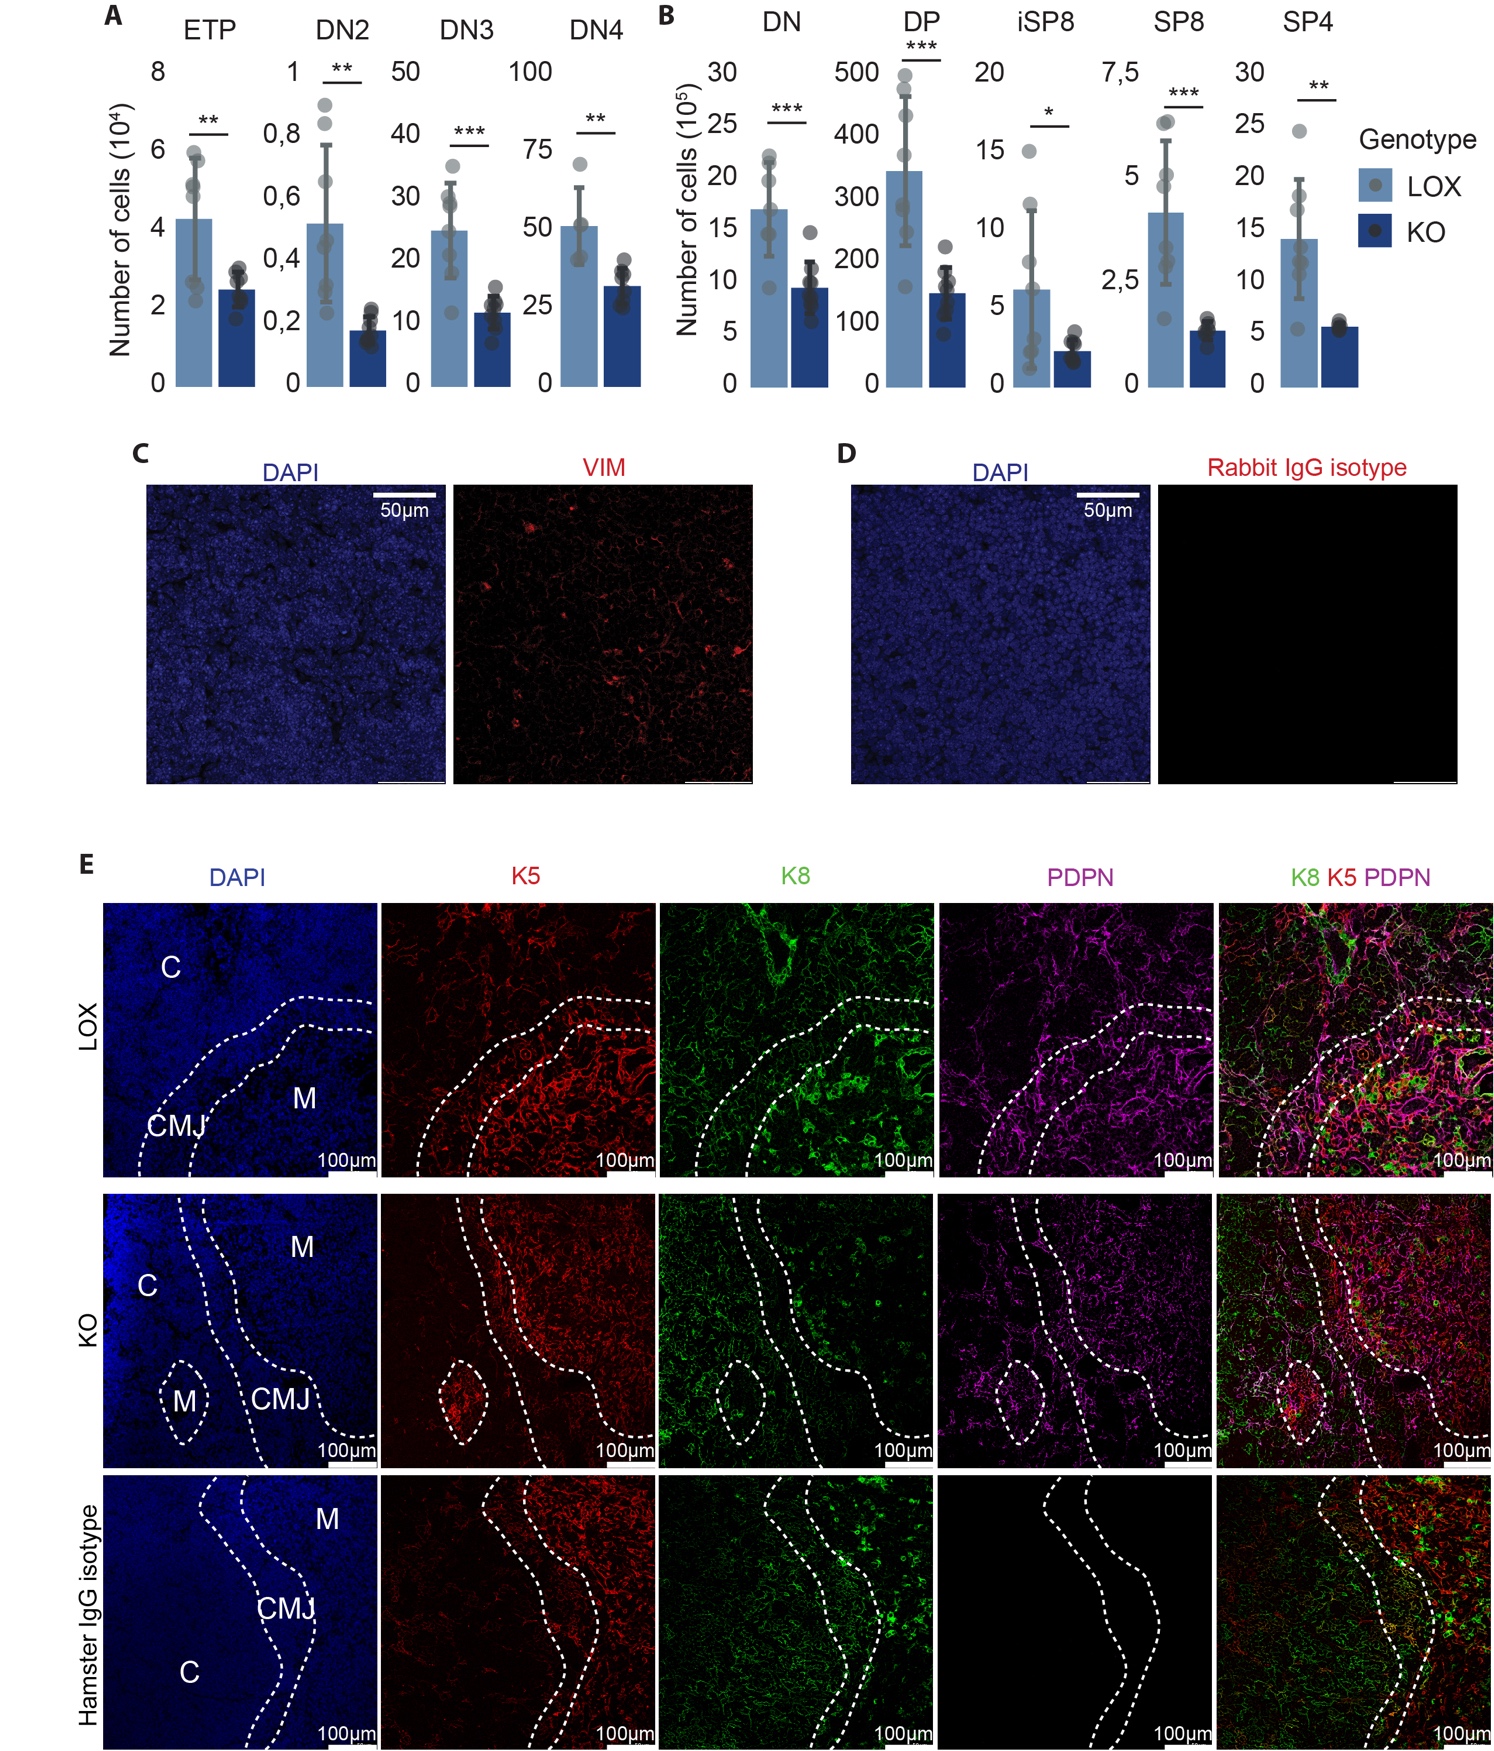
**

**Supplementary Figure 3. (A, B)** DN subsets **(A)** and global thymocyte subsets **(B)** in pregnant KO and LOX females (n=6-9). KO and LOX genotypes are displayed in dark blue and pale blue, respectively. Significance was assessed using a two-tailed Student *t*-test. (**p*<0.05, ***p*<0.01 and ****p*<0.001). **(C, D)** Sections of thymic cortex stained with anti-VIM antibody **(C)** or rabbit IgG isotype **(D)**. Nuclei were stained with DAPI (blue). Images are representative of 2 mice and were taken using a ×40 objective. Scale bar, 50μm. **(E)** Thymic sections were stained with anti-K5 (red), anti-K8 (green), and anti-PDPN (magenta) antibodies. The bottom panels show control staining by replacing anti-PDPN antibody with the corresponding isotype. Nuclei were stained with DAPI (blue). Dotted white lines delineate cortical (C), cortico-medullar junction (CMJ), and medullary (M) regions. Images are representative of 2 mice and were taken using a ×20 objective. Scale bar, 100μm.

## Supplementary Tables

**Supplementary Table 1.** Reagents used for flow cytometry (FC) analysis and immunofluorescence (IF) microscopy.

**Supplementary Table 2.** Five top-ranked TFs predicted to bind the DEGs in TECs at the end of gestation vs. D6 postpartum

|  | TF | TFEA | | Expression variation rate during PTR | |
| --- | --- | --- | --- | --- | --- |
|  |  | MeanRank ^a^ | Rank | SSE ^b^ | Rank |
| cTEC | *Elf3* | 6 | #1 | 0.35 | #4 |
|  | *Klf4* | 16.2 | #2 | 1.48 | #1 |
|  | *Nr1d1* | 20 | #3 | 0.68 | #2 |
|  | *Myrfl* | 25.5 | #4 | 0.16 | #5 |
|  | *Foxq1* | 26.33 | #5 | 0.62 | #3 |
| mTEC | *Foxn1* | 9.33 | #1 | 0.48 | #4 |
|  | *Znf750* | 20.25 | #2 | 0.29 | #5 |
|  | *Dlx3* | 32 | #3 | 1.60 | #1 |
|  | *Bptf* | 36 | #4 | 0.52 | #3 |
|  | *Klf4* | 36.6 | #5 | 0.57 | #2 |

^a^Transcription factor enrichment analysis (TFEA) using the tool ChEA3 (https://maayanlab.cloud/chea3/). MeanRank lower scores indicate more relevancy to the transcription factor.

^b^ Variation of the expression of each TF during postpartum thymic regeneration (PTR) relative to non-pregnant control. TPM expression was retrieved from previously published RNA-seq data (accession number GSE 138494). The equation used to calculate SSE is described in the “Materials and Methods” section.

**Supplementary Table 3.** Differentially expressed genes (DEGs) in both cTECs and mTECs between KO versus LOX pregnant and non-pregnant females. (Excel file)

**Supplementary Table 4.** Five top-ranked TFs predicted to bind genes underexpressed in *Klf4*-deficient non-pregnant females.

|  | TF | MeanRank ^a^ |
| --- | --- | --- |
| cTEC | *Znf750* | 30 |
|  | *Tp63* | 39.4 |
|  | *Prdm6* | 44.67 |
|  | *Foxn1* | 46.33 |
|  | *Meox1* | 50 |
| mTEC | *Znf750* | 5 |
|  | *Foxn1* | 11 |
|  | *Tp63* | 29.8 |
|  | *Sox15* | 45.33 |
|  | *Prrx2* | 48.33 |

^a^Transcription factor enrichment analysis (TFEA) using the tool ChEA3 (https://maayanlab.cloud/chea3/). MeanRank lower scores indicate more relevancy to the transcription factor.

1. Baran-Gale J, Morgan MD, Maio S, Dhalla F, Calvo-Asensio I, Deadman ME, Handel AE, Maynard A, Chen S, Green F, et al. Ageing compromises mouse thymus function and remodels epithelial cell differentiation. *eLife* (2020) 9:e56221. doi: 10.7554/eLife.56221

2. Ohigashi I, Zuklys S, Sakata M, Mayer CE, Zhanybekova S, Murata S, Tanaka K, Holländer GA, Takahama Y. Aire-expressing thymic medullary epithelial cells originate from β5t-expressing progenitor cells. *Proc Natl Acad Sci U S A* (2013) 110:9885–9890. doi: 10.1073/pnas.1301799110

How the deposited data were processed for this re-analysis (not part of the article)

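The deposited data were 24 bulk RNA-seq libraries of sorted TECs, 3 libraries for each of 8 groups given by subset (cTECs or mTECs), genotype (KO or LOX) and state (non-pregnant or pregnant), with the cells of 3 mice pooled in each library. The groups were taken from the sample labels. The labels give an age of 12 weeks and the paper 10 to 14 weeks. The libraries of non-pregnant and pregnant females carry labels of different form, so batch and state were not separated, and states were compared only through the difference between KO and LOX within each state.

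The authors trimmed the reads with Trimmomatic 0.35, mapped them with STAR 2.5.1b to the mouse genome GRCm38, and deposited read counts per gene that were not normalized, without regard to strand, on the strand of the gene and on the opposite strand. The authors also deposited expected counts and TPM values from RSEM, and 8.15% of the expected counts were not whole numbers. Each count table held 50600 genes, of which 50376 matched the GENCODE vM21 annotation by gene ID and 45737 also by version; the 224 genes without a match were counted in library sizes and tested. The 4 summary lines of each table, for unmapped, multimapping and ambiguous reads and reads outside genes, were left out. Reads that were not assigned to a single gene made up 27.7% to 38.1% of a library, with 1.86% to 4.32% unmapped, 10.9% to 16.8% multimapping and 10.5% to 19.9% outside genes.

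Counts on the strand of the gene were used, which held 93.9% to 96.0% of stranded gene reads. Where these and the counts without regard to strand disagreed, the expected counts of the authors lay closer to them in 3232 of 3340 pairs of gene and library. Libraries of non-pregnant females held 15464996 to 20942665 such reads (median 16358561) and those of pregnant females 21647645 to 33105914 (median 28177813). The TPM values of the authors were read to check their column and entered no test.

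KO and LOX were compared in each of 4 settings, cTECs and mTECs of non-pregnant and pregnant females, each in a fit of its own 6 libraries. Genes above 1 cpm in at least 3 libraries were tested with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test, in R 4.3.3, and p-values were adjusted by Benjamini and Hochberg over tested genes with a threshold of 0.05. Standard errors are the absolute log2 fold change over the square root of the F statistic. The criterion of the study was a fold change of at least 1.5 with an unadjusted p of at most 0.05. The authors applied it with limma voom and treat, which tests against the fold change, and it was applied here to the edgeR values. Levels are given in cpm after TMM normalization, as mean ± SD over libraries. A gene with at most 3 reads in each library of one group is given as a lower bound of its fold change. Whether KO effects differed between states or subsets was tested as an interaction in fits of 12 libraries.

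Gene lists were tested with camera of limma 3.58.1, with a correlation of 0.01 between genes, and adjusted over 9 list tests. They were written from general knowledge, since the gene sets of the study were not used here, and cover motile cilia, collagens, tight junctions, epithelial differentiation, EMT, apoptosis and the cell cycle. Marker lists of 13 kinds covered thymocytes, B and plasma cells, myeloid cells, fibroblasts, endothelium, parathyroid, glands, erythroid cells, cTECs, mTECs, tuft cells, satellite-like gene models and PPAR targets. The satellite-like models, 3 gland genes (Prol1, Scgb1b27 and Scgb2b27), 4 parathyroid genes (Pth, Gcm2, Casr and Chga) and 4 PPAR targets were picked from Supplementary Table 3 of the paper. The marker lists were tested with fry of limma, adjusted over 44 tests of KO against LOX and 46 tests of interactions.

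A list of genes that the paper names for these libraries was written from its text, and each is named here. The text also names, in each comparison, the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05 whose KO and LOX libraries do not overlap. Other genes are named with a statement that their values had been seen. The comparisons, tests, gene lists, naming rule and alternatives were set before the data were examined, except the tests of the marker lists and the alternatives given as chosen later.

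The alternatives were limma voom with eBayes or treat, DESeq2 1.42.0, RLE size factors, scaling by library size only, no filter on low counts, at least 10 counts in every library, the replicate number as a block, 1 fit of all 24 libraries, the rounded expected counts of the authors, an absolute log2 fold change over 0.8, and each library left out in turn. The 0.8 is the line drawn in Figures 4A, B. For the list tests they were a correlation estimated per list, fry, fgsea 1.28.0, removal of other cell types' markers, and Reactome sets. Windows of 5, 10 and 20 Mb around Psmb11 were tested for linked variants. Chosen after the data were seen were an offset for GC content and gene length (a spline with 4 degrees of freedom for each, fitted per library), this offset with the replicate block, and counts without regard to strand.

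The fits were tested on simulated counts with 200 genes changed. The edgeR fit recovered 191 with 15 false calls among 14917 genes, voom with eBayes 190 with 14 and DESeq2 195 with 30. With nothing changed, edgeR called none of 14908 genes. With a simulated GC trend by genotype, steeper than the trend in the data, it made 8146 false calls, and 23 with the offset. The interaction fit recovered 173 of 200 with 16 false calls. Of 200 random lists of 60 genes, camera gave 5 and fry 10 with a p under 0.05. The simulated genes were drawn independently, so these lists cannot show how the list tests behave with correlated genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The gene sets, GO terms and transcription factor enrichment of the paper were not analysed here.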

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

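The interactions of genotype with state or subset, their counts over other splits and their fits with a library left out were set before the data were examined. The tests of marker lists, the offset for GC content and gene length and all other tests in this part were chosen after.

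The KO effect differed between states in mTECs. Of 16360 tested genes, 61 had an adjusted p under 0.05 in edgeR's interaction of state and genotype, all with a lower KO effect in pregnancy, and 1859 had an unadjusted p under 0.05. Of 50 assignments of the genotypes within the groups, 2, the real one included, gave as many genes, and the other gave 239. Leaving out a non-pregnant library gave 165 genes without KO replicate 1, 23 without KO replicate 2, 21 without KO replicate 3, 22 without LOX replicate 2 and 25 without LOX replicate 3. Leaving out a pregnant library gave 22 without KO replicate 1, 103 without KO replicate 3, 32 without LOX replicate 1, 193 without LOX replicate 2 and 28 without LOX replicate 3. The offset for GC content and gene length gave 88 genes. The labels of the 2 states differ in form and record no batch. A batch difference that acts alike on KO and LOX libraries cancels in this interaction, and one that acts on them unequally was not tested.

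Tuft cell markers moved apart between the states in mTECs. Over the 23 tested markers, the KO effect in pregnancy minus that in non-pregnant females had a median of −1.65 (log2), below 0 for 23 of 23 genes and with 9 genes past an adjusted p of 0.05 (adjusted p = 0.0297 with limma's fry over 46 list tests). Without 1 of the 12 libraries, the median lay between −1.92 and −1.47 and the adjusted p between 0.0109 and 0.0472. In non-pregnant mTECs, the most abundant markers measured 184 cpm in KO and 138 cpm in LOX for Kctd12, 147 and 126.1 cpm for Dclk1, and 73.0 and 28.7 cpm for Avil. In pregnant mTECs, they measured 125 and 169 cpm, 154 and 179 cpm, and 64.1 and 90.7 cpm. All 23 genes of the list were tested in these mTECs, and none is in another list. Under the GC and length offset the median was −1.60, which argues against a GC trend as the whole cause. More tuft cells among non-pregnant KO mTECs, fewer among pregnant ones, and a change of expression within tuft cells may each account for it. A batch difference that acts alike on KO and LOX libraries would cancel, and one that acts on them unequally stays open for these 23 genes.

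The KO effect also differed between subsets in pregnancy. Of 15445 tested genes, 84 had an adjusted p under 0.05 in edgeR's interaction of subset and genotype, all with a higher KO effect in cTECs, and 1646 had an unadjusted p under 0.05. Of 50 assignments of the genotypes within the groups, 2, the real one included, gave as many genes, and the other gave 1205. Without a cTEC library the number was 33 without KO replicate 1, 52 without KO replicate 2, 220 without KO replicate 3 and 45 without LOX replicate 2. Without an mTEC library it was 1 without KO replicate 1, 51 without KO replicate 2, 25 without LOX replicate 1 and 26 without LOX replicate 3. The GC and length offset gave 88 genes. mTECs among the sorted KO cTECs are a candidate explanation for part of these genes. Of 66 genes far higher in mTECs than in cTECs, 65 were higher in pregnant KO cTECs than in LOX cTECs. A biological difference between the subsets stays open and was not tested. Whether cTEC and mTEC libraries came from the same mice was not known, and the fits between subsets treated them as independent.

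Markers of mTECs showed the same difference between subsets in pregnancy. The 12 tested markers had a median difference of 0.73, above 0 for 12 of 12 genes (adjusted p = 0.0217 with fry over 46 list tests). Without 1 of the 12 libraries, the median lay between 0.61 and 0.81 and the adjusted p between 0.00913 and 0.0428. In pregnant cTECs, Krt5 measured 2386 cpm in KO and 2159 cpm in LOX, Krt14 426 and 291 cpm, and Fezf2 81.4 and 47.4 cpm. In pregnant mTECs, Krt5 measured 3471 and 3793 cpm, Krt14 1099 and 1186 cpm, and Fezf2 211.7 and 205.9 cpm. The list holds 13 genes, 4 of them in another list, and 11 were tested in pregnant cTECs. Under the GC and length offset the median was 0.69, which argues against a GC trend. A larger share of mTECs among the sorted KO cTECs remains possible, as does expression of these genes by cTECs.

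Myeloid markers were higher in pregnant KO cTECs, a list of genes outside those the paper discusses. Of the 12 tested markers, 11 were higher in KO, with a median log2 fold change of 0.71 (adjusted p = 0.00638 with fry over 44 list tests). Without 1 library, the median lay between 0.49 and 0.76 and the adjusted p between 0.0199 and 0.0412. Lyz2 measured 35.4 cpm in KO and 15.5 cpm in LOX (adjusted p = 0.00307 from edgeR), Laptm5 27.0 and 18.8 cpm, and Ctss 21.7 and 11.9 cpm. The list holds 17 genes, none in another list. Under the GC and length offset the median was 0.61, which argues against a GC trend. Myeloid cells among the sorted KO cTECs may account for the rise, as 11 of 12 markers moved together. In pregnant mTECs, the levels were 49.1 cpm in KO and 54.9 cpm in LOX for Lyz2, 52.7 and 63.4 cpm for Laptm5, and 58.6 and 57.8 cpm for Ctss, so a larger share of mTECs stays open as well.

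The KO effect on myeloid markers also differed between the subsets in pregnancy, with a median difference of 0.40 over 15 tested markers, above 0 for 9 of them (adjusted p = 0.0297 with fry over 46 list tests). The adjusted p was 0.0701 without cTEC KO replicate 2, 0.0690 without cTEC LOX replicate 1, 0.0595 without cTEC LOX replicate 3, 0.0548 without mTEC LOX replicate 1 and 0.0793 without mTEC LOX replicate 2. The median was 0.17 without cTEC LOX replicate 1, 0.74 without cTEC LOX replicate 2 and 0.16 without mTEC LOX replicate 2. It was 0.30 under the GC and length offset, and as the members go both ways, a GC trend stays open. Differing shares of myeloid cells in the sorted subsets stay open.

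The list of gland markers, genes outside those the paper discusses, was higher in non-pregnant KO cTECs through members picked from the paper's own table. Of 18 genes, 6 were tested and 4 were higher in KO, with a median log2 fold change of 3.04, or 2.85 with the 1 gene at the floor taken at its bound (adjusted p = 0.00354 with fry over 44 list tests). Of the 6 genes, 3 (Prol1, Scgb1b27 and Scgb2b27) had been picked from Supplementary Table 3 of the paper, and no gene is in another list. As that table lists changes in these same libraries, the test cannot show a rise of gland markers as a set. Without KO replicate 1, 2 or 3 only 3 genes passed the filter, with medians of −0.0061, −0.07 and −0.19 and adjusted p-values of 0.952, 0.915 and 0.478. Without a LOX library the adjusted p lay between 0.0180 and 0.0272. The most abundant members were near equal, with 41.3 cpm in KO and 45.6 cpm in LOX for Lpo, 14.5 and 16.5 cpm for Aqp5, and 14.8 and 13.6 cpm for Amy1. Of the other members of the list, 1 was higher in every KO than in every LOX library, where chance gives 5% in this direction. Gland cells in the sorted cells could bring such genes, and with so few members tested this and expression by cTECs cannot be told apart.

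In pregnancy, the KO effect on gland markers differed between subsets, with a median difference of 1.84 over 6 tested genes, above 0 for 5 of them (adjusted p = 0.0391 with fry over 46 list tests). The adjusted p stayed under 0.05 without cTEC KO replicate 1 (0.0216, median 1.14), cTEC KO replicate 3 (0.0206), mTEC LOX replicate 1 (0.0395) and mTEC LOX replicate 3 (0.0251). Without each of the other 8 libraries it lay between 0.0512 and 0.0823. Lpo measured 51.1 cpm in KO and 21.3 cpm in LOX in cTECs (adjusted p = 0.00307 from edgeR), and 134 and 133 cpm in mTECs. The median was 1.77 under the GC and length offset, which argues against a GC trend. As Lpo is higher in mTECs, mTECs among the sorted KO cTECs may contribute.

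Endothelial markers showed a median difference of 0.44 between the subsets in pregnancy, above 0 for 6 of 7 tested genes (adjusted p = 0.0391 with fry over 46 list tests). The adjusted p stayed under 0.05 without cTEC LOX replicate 3 (0.0388), mTEC KO replicate 3 (0.0127, median 0.68) and mTEC LOX replicate 3 (0.0251). Without each of the other 9 libraries it lay between 0.0633 and 0.0793. Flt1 measured 6.16 cpm in KO and 4.77 cpm in LOX in cTECs and 21.5 and 30.9 cpm in mTECs, Tek 9.47 and 9.41 cpm and 5.63 and 8.06 cpm, and Esam 5.01 and 4.35 cpm and 4.90 and 5.74 cpm. The list holds 13 genes, 2 of them in another list. The median fell to 0.29 under the GC and length offset, so a GC trend may account for part of the difference, and differing shares of endothelial cells stay open.

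PPAR targets were lower in pregnant KO cTECs and moved both ways in pregnant KO mTECs, a list of genes the paper does not discuss as a set, with 4 of its 17 genes picked from Supplementary Table 3 and 2 in another list. In cTECs, 4 of 14 tested genes were higher in KO, with a median log2 fold change of −0.19 (adjusted p = 0.00354 with fry over 44 list tests), and of −0.23 to −0.17 without 1 library (adjusted p 0.00390 to 0.0328). Cpt1a measured 448 cpm in KO and 516 cpm in LOX, Pdk4 181 and 383 cpm (adjusted p = 0.0140 from edgeR), and Acadl 150 and 168 cpm. In mTECs, 6 of 13 tested genes were higher in KO, with a median of −0.038 (adjusted p = 0.0328). That adjusted p was 0.1005 without KO replicate 1, 0.0781 without KO replicate 3, 0.0503 without LOX replicate 1, 0.0811 without LOX replicate 2 and 0.0527 without LOX replicate 3. The mTEC median was −0.22 without KO replicate 1, −0.011 without LOX replicate 1, −0.07 without LOX replicate 2 and −0.11 without LOX replicate 3. Under the GC and length offset, the median was −0.14 in cTECs (adjusted p = 0.00154 with cameraPR), which argues against a GC trend as the whole cause there. In mTECs it was −0.064, and as the members go both ways around a median near 0, this decides nothing. Other technical causes were not tested, and an effect of the genotype in cTECs stays open as a hypothesis found and tested on the same data.

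The KO effect on PPAR targets differed between the subsets in pregnancy by a median of −0.12, above 0 for 6 of 14 genes (adjusted p = 0.0472 with fry over 46 list tests). Without cTEC KO replicate 3 the adjusted p was 0.0241, and without each of the other 11 libraries it lay between 0.0512 and 0.188. The median was −0.06 without cTEC LOX replicate 2 and −0.04 without mTEC KO replicate 2. It was −0.15 under the GC and length offset, and as the members go both ways, a GC trend stays open.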

How the results depend on the processing

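Chosen after the data were seen were the offset for GC content and gene length, alone and with the replicate block, and the counts without regard to strand, and the other alternatives were set earlier. The cause of the changes below was not tested. Single genes that failed the filter of a setting, or had no adjusted p in DESeq2, have no value there.

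Under RLE size factors and under counts without regard to strand, every count, interaction and list result that was run kept its direction and its side of the threshold, or lay within 1.5 times its value. All 9 list results did so with fgsea, and so did the shared genes of cTECs and mTECs when calls had to share direction.

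With limma voom and treat, 2, 3, 0 and 1 genes had an adjusted p under 0.05 in non-pregnant cTECs and mTECs and pregnant cTECs and mTECs, in that order, and the 0 stood beside 240 genes with an unadjusted p under 0.05. Genes past the criterion of the study numbered 176, 177, 240 and 113. Of these, 31.8% were higher in KO in non-pregnant cTECs, 89.6% in pregnant cTECs and 28.3% in pregnant mTECs, and 14 and 36 were shared between subsets and between states. With voom and eBayes, the interactions gave 0 genes (2233 unadjusted) for state in cTECs, 36 for state in mTECs, 0 (3087 unadjusted) for subset in non-pregnant females and 15 for subset in pregnancy. With DESeq2, they gave 409, 326, 698 and 326 genes, and 641 genes had an adjusted p under 0.05 in non-pregnant mTECs, 1102 in pregnant cTECs and 108 in pregnant mTECs.

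With scaling by library size only, 57.7% of the genes past the criterion were higher in KO in non-pregnant cTECs, 92.1% in non-pregnant mTECs and 83.8% in pregnant cTECs. The interactions gave 100 genes for state in mTECs and 0 (3043 unadjusted) for subset in non-pregnant females. With no filter on low counts, 2021, 1052, 1447 and 227 genes had an adjusted p under 0.05 and 1750, 1621, 1612 and 1112 met the criterion, of which 55.1%, 86.7% and 74.3% were higher in KO in the first 3 comparisons. Shared genes numbered 304 between subsets and 651 between states, and the interactions gave 1039, 506, 908 and 593 genes. With at least 10 counts in every library, the interaction of state in mTECs gave 101 genes.

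With the replicate number as a block, non-pregnant cTECs gave 2780 genes with an adjusted p under 0.05 and 51.5% of genes past the criterion higher in KO, and the interactions gave 385 (state, cTECs), 22 (state, mTECs) and 200 (subset, non-pregnant). Whether the numbers mark pairs was checked on log2 values taken from the mean of their group. In non-pregnant cTECs, KO and LOX libraries with the same number correlated at 0.45, 0.098 and 0.27 over all tested genes, and at 0.52, 0.26 and 0.17 over genes with a mean log2 cpm over 3. Libraries with different numbers correlated there at up to 0.264 and 0.241, so pairing stays open for the non-pregnant cTECs and for the interactions that hold them. In the other comparisons, same-numbered libraries correlated at −0.20 to 0.19 over all tested genes and at −0.44 to 0.32 over the more abundant ones, and the numbers did not mark pairs.

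With the GC and length offset, non-pregnant cTECs gave 4 genes with an adjusted p under 0.05 and 59.2% higher in KO, and the interaction of subset in non-pregnant females gave 0 (1485 unadjusted). The tight junction list, higher in KO by camera's test, became lower (adjusted p = 0.407 with limma's cameraPR), and Vcam1 in pregnant cTECs, lower in KO without the offset, became higher (log2 fold change 0.064). With the offset and the replicate block, 820, 281 and 17 genes had an adjusted p under 0.05 in non-pregnant cTECs, pregnant cTECs and pregnant mTECs, and 63.1% were higher in KO in non-pregnant cTECs. The interactions gave 377 (state, cTECs), 15 (state, mTECs) and 1 (subset, non-pregnant), and Vcam1 again reversed (0.066).

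With the expected counts from RSEM, 238 genes had an adjusted p under 0.05 in pregnant cTECs and 19 in pregnant mTECs, and 42.1% and 86.4% were higher in KO in non-pregnant cTECs and mTECs. With an absolute log2 fold change over 0.8, 476, 470 and 516 genes met the criterion in non-pregnant cTECs, non-pregnant mTECs and pregnant cTECs, with 54.6% and 82.9% higher in KO in the cTECs, and 68 and 138 were shared. With 1 fit of all 24 libraries, non-pregnant mTECs gave 127 genes with an adjusted p under 0.05 and 520 past the criterion (83.7% higher), pregnant cTECs 1134 and 1308, and pregnant mTECs 697 past the criterion.

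With limma's camera and an estimated correlation, the adjusted p was 0.469 for the epithelial differentiation list in cTECs and in mTECs, the motile cilium list and the EMT list, and 0.596 for collagens and proliferation. With limma's fry it was 0.135 for epithelial differentiation in cTECs and motile cilia, 0.161 for epithelial differentiation in mTECs and EMT, 0.272 for collagens and 0.569 for proliferation, and the tight junction list became lower (0.973). With Reactome sets, collagens had 0.283, the tight junction list became lower (0.0724) and the proliferation list higher (0.840). The tight junction list also became lower without markers of other cells (0.959).

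Klf4 in LOX cells, pregnant against non-pregnant, passed an adjusted p of 0.05 in mTECs with DESeq2 (log2 fold change 0.28), no filter (0.32), the GC and length offset (0.45) and the offset with the replicate block (0.46), and in cTECs with the last (0.27). The odds ratio of calls near Psmb11 passed from below to above 1 within 5 Mb for non-pregnant mTECs under the criterion (1.04) and pregnant cTECs under the adjusted p (1.16), and within 20 Mb for the latter (1.64).

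Leaving out 1 library in turn gave 267 to 1076 genes with an adjusted p under 0.05 in non-pregnant cTECs, 79 to 697 in non-pregnant mTECs, 64 to 584 in pregnant cTECs and 6 to 59 in pregnant mTECs. The share higher in KO ranged from 40.7% to 49.2%, 83.9% to 89.9%, 68.8% to 84.4% and 25.6% to 41.9%. The interactions ranged from 0 to 310 (state, cTECs), 21 to 193 (state, mTECs), 0 to 482 (subset, non-pregnant) and 1 to 220 (subset, pregnant). The first gave 0 without KO non-pregnant replicate 3 (2028 unadjusted), LOX non-pregnant replicate 3 (1793) and LOX pregnant replicate 3 (1916), and the third gave 0 without 7 libraries, with 2306 to 3227 unadjusted. The adjusted p from camera ranged from 8.70e-05 to 0.268 for collagens, 0.000121 to 0.192 for EMT, 2.95e-07 to 0.813 for proliferation and 0.305 to 0.883 for tight junctions, which became lower without KO replicate 3 (0.705) and LOX replicate 1 (0.448). Klf4 in LOX cells ranged from −0.0017 to 0.27 in cTECs, reversing without non-pregnant replicate 2, and from 0.18 to 0.41 in mTECs. Foxn1 in non-pregnant mTECs reversed without KO replicate 1 (0.0055) and LOX replicate 1 (0.018), within −0.12 to 0.02, and Il7 in pregnant cTECs reversed without KO replicate 1 (−0.071), within −0.071 to 0.17.

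Of the genes named one by one, 43 were weaker with voom and treat, 15 with the GC and length offset, 9 with RSEM, 8 with 1 fit of all libraries, 7 with the offset and replicate block, and 4 each with the replicate block, voom and eBayes, and library size only. Past the threshold came 20 with no filter, 10 each with DESeq2 and the replicate block, 8 with 1 fit, 7 with the offset and block, 3 with voom and eBayes, 2 with at least 10 counts, and 1 each with library size only and counts without regard to strand. Leaving out 1 library kept 363 results for these genes, weakened 75, strengthened 12 and reversed the 3 named above.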

Differences from the paper's values

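The counts of genes past the criterion that the paper states, a fold change of 1.5, were higher here than in the paper, whose values come from Supplementary Table 3 or the text. The smallest absolute log2 fold change in that table was 0.801 for non-pregnant cTECs, 0.802 for non-pregnant mTECs, 0.801 for pregnant cTECs and 0.814 for pregnant mTECs, so its lists hold no gene between 1.5-fold and these values. Here the stated criterion was applied to edgeR values. A gap in a count was taken as closed where the count lay within 1.5 times the paper's value, and the alternatives that closed it, set before the data were examined, are named with each.

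In non-pregnant cTECs, 867 genes passed the criterion against the paper's 441, with 403 higher in KO against the paper's 209 and 464 lower against the paper's 232. With an absolute log2 fold change over 0.8, 476 genes passed, 260 of them higher. Without cTEC LOX replicate 2, 599 passed and 244 were higher. The offset for GC content and gene length, chosen after seeing the values, gave 660 genes, 269 of them lower. The other alternatives did not close these gaps, and for the lower genes only the 0.8 did among those set beforehand.

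In non-pregnant mTECs, 839 genes passed against the paper's 354, with 749 higher against the paper's 308 and 90 lower against the paper's 46. With the 0.8, 470 genes passed, 426 higher and 44 lower. With 1 fit of all 24 libraries, 520 passed and 435 were higher. The other alternatives did not close these gaps.

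In pregnant cTECs, 812 genes passed against the paper's 526, with 182 lower in KO against the paper's 100. The total came within 1.5 times the paper's value with the 0.8 (516), with RSEM expected counts (777), with a replicate block (778), without KO replicate 1 (698), KO replicate 2 (746) or LOX replicate 3 (772), and with the offset and replicate block (744), chosen after seeing the values. The lower genes did so with the 0.8 (88), with library size only (144) and without LOX replicate 1 (125). The other alternatives did not close these gaps.

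In pregnant mTECs, 460 genes passed against the paper's 220, with 152 higher against the paper's 71 and 308 lower against the paper's 149. With the 0.8, 319 passed, 102 higher and 217 lower. Without LOX replicate 3, 313 passed, 103 higher and 210 lower, and without LOX replicate 1, 327 passed and 190 were lower. The other alternatives did not close these gaps.

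In non-pregnant females, cTECs and mTECs shared 153 of 1553 study-criterion genes in either subset, against the paper's 52 of 743. Non-pregnant and pregnant females shared 303 of 2432, against the paper's 127 of 1335. With the 0.8 the values were 68 of 878 and 138 of 1536, and no other alternative closed these gaps.

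Krt78 had a log2 fold change of −0.98 in non-pregnant mTECs, against the paper's −1.41. It was −1.10 with limma voom and eBayes or treat, −1.16 with RSEM expected counts, −1.13 without KO replicate 2 and −1.24 without KO replicate 3, and the other alternatives did not close the gap. For non-pregnant cTECs, the log2 fold change of Scgb1b27 was 6.43 against the paper's 7.33, with 7.85 without LOX replicate 2 and 6.46 with a larger standard error in 1 fit of all 24 libraries, and the other alternatives did not close the gap.

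In pregnant cTECs, the log2 fold change of Gm16386 was −1.65 against the paper's −1.23. The gap was within the error with no filter on low counts (−1.65), without KO replicate 2 (−1.59) and without KO replicate 3 (−1.63), and also with the offset for GC content and length (−1.47) and the offset with the replicate block (−1.45), both chosen after seeing the values. The other alternatives did not close it.

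The log2 fold change of Krtdap in pregnant mTECs was −1.80 against the paper's −1.68. The gap was within the error with voom and eBayes or treat and library size only (−1.79 each), DESeq2, no filter and 1 fit of all 24 libraries (−1.81 each), the replicate block (−1.80), and without KO replicate 1 (−1.81), KO replicate 2 (−1.79), LOX replicate 1 (−1.76) or LOX replicate 2 (−1.76). It was −1.77 with the GC and length offset and with the offset and replicate block, both chosen after seeing the values. The other alternatives did not close it.

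The paper used an unadjusted p, whereas the p-values of the genes below are adjusted. The paper describes lower keratin transcripts in both subsets of non-pregnant KO TECs. Supplementary Table 3 lists Krt6a and Krt10 for mTECs only and neither Krt2 nor Krt6b. In cTECs, Krt2 and Krt6b were under the filter, Krt6a had a log2 fold change of −0.11 (adjusted p = 0.511 from edgeR, not under 0.05 in any setting run), and Krt10 one of −0.53 (adjusted p = 0.0766). Krt10 passed 0.05 with DESeq2, no filter, the replicate block, 1 fit of all 24 libraries, and the GC and length offset with the replicate block, chosen after seeing the values. Its adjusted p across the settings ranged from 0.0208 with the replicate block to 1 with voom and treat, and was 0.156 with the GC and length offset. In mTECs, the adjusted p from edgeR was 0.236 for Krt1, 0.152 for Krt2 and 0.302 for Krt6b, and Krt1 passed with no filter (0.0208). Krt78 in mTECs (0.157) passed with DESeq2 and no filter, Krt79 in mTECs (0.0867) with the same settings, and Krt79 in cTECs (0.104) with no filter and the replicate block, where the paper shows each as lower. Dhrs9 in mTECs had 0.333, and passed with no filter (0.00698) and without KO replicate 1 (0.0223).

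The paper names adhesion and matrix genes as lower in non-pregnant KO cTECs. Of these, Cntn2, Jam2, Col8a1, Tgfbi, Pcdh17, Sparcl1 and Col3a1 had adjusted p-values from edgeR of 0.0536, 0.0565, 0.0622, 0.0721, 0.0797, 0.0897 and 0.175. All 7 passed 0.05 with no filter on low counts and with the replicate block. Cntn2, Col8a1 and Pcdh17 also passed with DESeq2, Cntn2, Col8a1, Tgfbi and Pcdh17 with 1 fit of all 24 libraries, and Cntn2 and Jam2 with voom and eBayes and with at least 10 counts in every library. Cntn2 passed with counts without regard to strand, and all but Jam2 with the GC and length offset and the replicate block, both chosen after seeing the values. All but Pcdh17 passed without KO replicate 2, Tgfbi and Col8a1 without LOX replicate 1, and Pcdh17 without KO replicate 1.

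The paper describes Igf2 as higher in non-pregnant KO cTECs, and its adjusted p from edgeR was 0.0909. It passed 0.05 with DESeq2, no filter and 1 fit of all 24 libraries, within a range of 0.00357 with no filter to 1 with voom and treat. For Fgf11 and Ctnna2 in pregnant cTECs, which the paper gives as higher, the adjusted p was 0.0604 and 0.140. Fgf11 passed with DESeq2, library size only, no filter, the replicate block, 1 fit of all 24 libraries and without KO replicate 3, within a range of 2.56e-05 with no filter to 1 with voom and treat. Ctnna2 passed in no setting run.

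The paper describes tight junction genes as lower in non-pregnant KO cTECs, and the list used here had a median log2 fold change of −0.0050 (adjusted p = 0.813 with camera, whose direction was higher), which passed 0.05 in no setting run. The paper describes cell death genes as enriched among those changed in pregnant KO cTECs, and the list used here had an adjusted p of 0.151 with camera, of 0.108 to 0.469 across the other settings, and of 0.0561 to 0.301 without 1 library. The paper states that no gene for recruiting early thymic progenitors was lower in pregnant KO cTECs, but names none. In a list written here, which may hold genes outside recruitment, Ccl25, Cxcl12, Vcam1 and Il7 did not pass 0.05 in edgeR. Kitl, of the same list, had a log2 fold change of −0.72 (adjusted p = 0.0176 from edgeR). It was −0.73 to −0.57 over the settings, smaller than any change in the paper's list for pregnant cTECs (0.801 or more). A cut there would leave Kitl out. With a library left out, its adjusted p rose above 0.05 in 3 of 6 fits, to at most 0.0701.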

Other observations

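The comparisons of KO with LOX for genes that the paper names, the interactions and the counts over other splits of the libraries were set before their results were seen. So were the tests for variants near Psmb11, for thymocytes in cTECs, for fibroblasts and for the strand of satellite-like reads. All other tests in this part were chosen after.

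Each comparison of 3 KO with 3 LOX libraries has 10 splits, so no share under 10% can arise. As many genes with an adjusted p under 0.05, in edgeR, came from 1 of 10 splits in non-pregnant cTECs, 1 in non-pregnant mTECs, 1 in pregnant cTECs and 2 in pregnant mTECs, the real split included in each. The largest number among the other splits was 9 in non-pregnant cTECs, 61 in non-pregnant mTECs and 118 in pregnant mTECs. As many genes past the criterion of the study came from 1 split in each comparison. A list p from camera as small came from 3 splits for epithelial differentiation in cTECs, 2 for it in mTECs, 3 for motile cilia, 7 for collagens, 10 for tight junctions, 3 for EMT, 3 for cell death in cTECs, 1 for cell death in mTECs and 6 for proliferation. For the interaction of state in cTECs, with 1 gene (Mir703, named after its values were seen), 6 of 50 assignments gave as many, and for that of subset in non-pregnant females, with 2 genes, also 6 of 50.

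Variants linked to the iCre allele would lie near Psmb11. Within 10 Mb of it, calls were less frequent than elsewhere in 7 of 8 Fisher exact tests, and the smallest adjusted p, 0.697, belonged to fewer calls near it. The exception was the criterion in pregnant mTECs, with 4.57% of genes near Psmb11 and 3.09% elsewhere (adjusted p = 1), and 6.03% against 3.08% within 5 Mb (adjusted p = 0.380). At most 14 calls lay within 10 Mb in a test, which argues against variants there as a cause of many calls.

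Log2 fold changes followed the GC content of the genes, with a Spearman correlation of 0.51 in non-pregnant cTECs, −0.10 in non-pregnant mTECs, 0.41 in pregnant cTECs and 0.24 in pregnant mTECs. The offset for GC content and gene length left 4 genes with an adjusted p under 0.05 in non-pregnant cTECs, so a GC trend may account for many of the 1315 calls there. With the replicate block the calls there numbered 2780, and 820 with the offset as well, so its part depends on whether the numbers mark pairs. It left 407 in non-pregnant mTECs and 391 in pregnant cTECs, of which 315 and 297 were shared with the calls without the offset, which argues against a GC trend as their whole cause.

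Thymocyte markers were higher in KO for 18 of 20 tested genes in non-pregnant cTECs (adjusted p = 0.442 with fry over 44 list tests) and for 17 of 18 in pregnant mTECs (0.0538). Tcf7 measured 75.3 cpm in KO and 41.5 cpm in LOX in non-pregnant cTECs, Satb1 69.7 and 39.1 cpm, and Rag1 60.8 and 26.9 cpm. In pregnant mTECs, Bcl11b measured 26.1 and 28.7 cpm, Satb1 28.2 and 16.4 cpm, and Tcf7 25.0 and 16.2 cpm. The list holds 21 genes, none in another list. RNA of thymocytes carried over in sorting may account for the shift in both, as 18 of 20 and 17 of 18 genes moved together.

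Other lists in non-pregnant cTECs were higher in KO for 6 of 7 tested genes of B and plasma cells (adjusted p = 0.503 with fry over 44 list tests), 11 of 16 of myeloid cells (0.893), 3 of 13 of fibroblasts (0.763), 5 of 6 of endothelium (0.123), 0 of 7 of parathyroid (0.119), 11 of 12 of cTECs (0.391), 5 of 11 of mTECs (0.94), 19 of 22 of tuft cells (0.448) and 8 of 14 of PPAR targets (0.893). In non-pregnant mTECs, they were higher for 19 of 20 of thymocytes (0.763), 8 of 9 of B and plasma cells (0.391), 9 of 17 of myeloid cells (0.748), 12 of 15 of fibroblasts (0.511), 5 of 7 of endothelium (0.448), 4 of 7 of parathyroid (0.94), 4 of 7 of glands (0.503), 7 of 12 of cTECs (0.94), 8 of 12 of mTECs (0.654) and 10 of 14 of PPAR targets (0.448).

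In pregnant cTECs, genes were higher in KO for 19 of 19 of thymocytes (0.177 with fry over 44 list tests), 8 of 8 of B and plasma cells (0.0828), 11 of 13 of fibroblasts (0.391), 5 of 5 of endothelium (0.164), 2 of 7 of parathyroid (0.893), 2 of 3 of glands (0.0781), 7 of 12 of cTECs (0.792), 11 of 11 of mTECs (0.0501) and 22 of 23 of tuft cells (0.19). In pregnant mTECs, they were higher for 5 of 7 of B and plasma cells (0.19), 11 of 15 of myeloid cells (0.293), 7 of 14 of fibroblasts (0.964), 2 of 5 of endothelium (0.343), 4 of 7 of parathyroid (0.893), 1 of 5 of glands (0.0757), 10 of 12 of cTECs (0.448), 3 of 12 of mTECs (0.316) and 1 of 23 of tuft cells (0.391). Of the erythroid list, 0, 2, 1 and 2 genes were tested in the 4 comparisons, and of the satellite-like models 2, 2, 0 and 1, too few for a list test.

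Tuft cell markers were higher in non-pregnant KO mTECs for 23 of 23 genes, with a median log2 fold change of 1.17 (adjusted p = 0.0695 with fry over 44 list tests). The median was 1.19 under the GC and length offset, which argues against a GC trend. The largest median among the cTEC, thymocyte and fibroblast lists was 0.35, that of thymocytes, which argues against a lower share of all other mTECs. More tuft cells, or more expression within them, stay open. Thymocyte medians there moved to −0.0235 without KO replicate 2, 0.70 without KO replicate 3, 1.59 without LOX replicate 1, −0.000887 without LOX replicate 2 and 0.0027 without LOX replicate 3.

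The EMT list was higher in pregnant KO cTECs. The summed rise of Col1a1, Col1a2 and Col3a1 was 13.1 cpm against 30.8 cpm for Vim, and 11 of 13 fibroblast markers were higher in KO. Of the 3 most abundant, Dcn (524 cpm in KO and 646 cpm in LOX) and Sparc (281 and 307 cpm) were lower and Fn1 (961 and 848 cpm) was higher, none past an adjusted p of 0.05 in edgeR. Levels this high in LOX cTECs would hide a small share, and no library of fibroblasts gives the ratio to expect, so fibroblasts in the sorted cells and a change within cTECs cannot be told apart. Of the 95 members higher in mTECs than in cTECs, 85 were higher in KO (median 0.36). Of the 76 other members, 20 were higher (median −0.17), so mTECs among the sorted KO cTECs may account for the rise of the list. From 66 genes far higher in mTECs, the implied mTEC share had a median of 17.9% (interquartile range 9.22% to 22.3%). At this median, Vim would rise by 12.4 cpm (30.8 observed), Fgf11 by 1.69 (5.78), Ctnna2 by 0.0997 (1.00) and Fgf21 by 4.57 (5.17). This argues against mTECs as the whole cause for Vim, Fgf11 and the low Ctnna2, but not for Fgf21. In the same comparison, 11 of 12 myeloid and 8 of 8 B and plasma cell markers were higher in KO. Carry-over of such cells was not weighed for these 4 genes. Beside it, a change within cTECs stays open for single genes.

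Genes far higher in mTECs, at least 20 cpm and 4 times the cTEC level in the non-pregnant LOX libraries, were higher in pregnant KO cTECs for 65 of 66, with a median log2 fold change of 1.47 (1.16 to 1.61 without 1 library) and 35 of them past an adjusted p of 0.05 in edgeR. They made up 7.78% of the genes past the criterion that were higher in KO and 0.124% of the other tested genes (Fisher exact p = 7.61e-53). mTECs among the sorted KO cTECs may account for this part of the genes, and expression of such genes by cTECs stays open.

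The epithelial differentiation list was lower in non-pregnant KO cTECs. Genes far higher in mTECs, by the same rule in the pregnant LOX libraries, were mostly lower there, with 18 of 152 higher and a median of −0.41 (interquartile range −0.74 to −0.17). The 49 list members higher in mTECs than in cTECs had a median of −0.60. For these, the direction cannot tell fewer mTECs among the sorted KO cTECs from lower expression in cTECs, as both lower them. The 19 members at least 4 times higher in mTECs had a median of −1.16, with 3 higher and 16 lower. Without 1 library it was −1.45 to −0.78. It lies below the interquartile range of the 152 genes. In KO mTECs themselves, 52 of 79 tested list members were lower too. Fewer mTECs that also express less of these genes would give the same result, so this cannot decide for these 19. The 11 members not higher in mTECs had a median of −0.11, with 8 of them lower (unadjusted p = 0.0206 with camera and 0.0150 with fry). That median was below 0 without each library in turn, at −0.18 to −0.11, and was −0.16 under the GC and length offset. With 3 of the 11 members higher and a median this near 0, it argues only weakly against fewer mTECs as the whole cause. Without 1 library, the median of the 152 genes lay between −0.77 and −0.19.

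The satellite-like models Gm10800 and Gm10801 were higher in non-pregnant KO libraries, and 54.9% of their stranded reads in those libraries were antisense. Reads of 1740 receptor genes silent in the thymus were 1.38 times as frequent in KO as in LOX non-pregnant mTECs. Genomic DNA in the libraries may account for both. Its part in the other genes that were higher in non-pregnant KO mTECs was not tested. In non-pregnant cTECs the ratio was 1.02, and as a high baseline may hide a small share, DNA and other sources cannot be told apart for these genes there.

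Klf4 itself in LOX cTECs measured 945 ± 179 cpm in non-pregnant and 1020 ± 70.7 cpm in pregnant females (log2 fold change 0.11, adjusted p = 0.542 from edgeR). In LOX mTECs it measured 676 ± 109 and 820 ± 68.5 cpm (0.28, adjusted p = 0.0941). State and batch were not separated.

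In pregnant cTECs, Igf2 measured 6.94 ± 2.30 cpm in KO and 1.76 ± 0.302 cpm in LOX (log2 fold change 1.98, standard error 0.293, adjusted p = 0.00786 from edgeR, 0.0506 without LOX replicate 3). Psmb11 had log2 fold changes of −0.38 in non-pregnant cTECs (adjusted p = 0.294), −0.68 in non-pregnant mTECs (0.368), −0.56 in pregnant cTECs (0.0449) and −0.55 in pregnant mTECs (0.556). KO females are heterozygous for iCre at Psmb11, and the paper describes homozygous carriers as lacking functional PSMB11. KO and LOX thus differ at the Psmb11 locus and in iCre as well as in Klf4, and these libraries cannot separate the effects. For Psmb11 in pregnant cTECs, the adjusted p was 0.1213 without KO replicate 1, 0.1498 without KO replicate 2, 0.1002 without LOX replicate 1 and 0.0766 without LOX replicate 2. It was 0.243 in 1 fit of all 24 libraries, within a range of 2.41e-06 with no filter to 1 with voom and treat. In non-pregnant cTECs, parathyroid genes Chga and Pth measured 1962 and 1432 cpm in KO and 3370 and 3011 cpm in LOX (adjusted p = 0.0329 for Pth), and both were picked from Supplementary Table 3.

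Of the genes that the paper names for motifs or proteins, Trp63 in non-pregnant cTECs had a log2 fold change of −0.31 (adjusted p = 0.0432 from edgeR). Its adjusted p was 0.0615 without KO replicate 2, 0.1245 without KO replicate 3, 0.0717 without LOX replicate 1, 0.1345 without LOX replicate 2 and 0.1212 without LOX replicate 3. It ranged from 0.00113 with DESeq2 to 1 with voom and treat over the settings, and was 0.386 with the GC and length offset. Trp63 had −0.22 in non-pregnant mTECs (0.303) and −0.36 in pregnant cTECs (0.0575). In pregnant cTECs, Zfp750 had 0.42 (0.125) and Pdpn −0.29 (0.148).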
